# Transcriptome and Metabolome Analyses Provide Insights into the Occurrence of Peel Roughing Disorder on Satsuma Mandarin (*Citrus unshiu* Marc.) Fruit

**DOI:** 10.3389/fpls.2017.01907

**Published:** 2017-11-07

**Authors:** Xiao-Peng Lu, Fei-Fei Li, Jiang Xiong, Xiong-Jun Cao, Xiao-Chuan Ma, Zi-Mu Zhang, Shang-Yin Cao, Shen-Xi Xie

**Keywords:** satsuma mandarin, roughing disorder, GA, starch, mineral nutrients, RNA-sequencing, metabolome

## Abstract

Roughing disorder (RD) is a significant quality barrier in citrus fruit, prevalent on easy-peeling mandarins. As RD is not yet well-understood, this study aimed to examine the changes and synergic molecular processes involved in peel RD. Peel with RD was induced by severely defruiting Satsuma mandarin trees. Morphology observations, RNA-sequencing, and targeted and untargeted metabolic analyses were conducted. The results showed that the primary metabolites of sugars, organic acids and amino acids are dramatically changed in RD peel. The RD peel was always characterized by higher magnesium content during development. Comparative transcriptome profiling was performed for CK and RD peels at 30, 80, and 170 days after full bloom (DAFB) which represented fruit at cell division stage, cell enlargement stage and fruit maturity stage, respectively. Physiological and molecular biological evidence suggested that the month after full bloom is a crucial stage for RD initiation. A total of 4,855 differentially expressed genes (DEGs) in RD peel, relative to CK peel were detected at cell division stage, about 2 to 4-fold more than other stages had. Among the differentially expressed transcription factors, the bHLH family were affected most by RD, and six bHLH transcription factors functionally involved in GA metabolism were assessed to associate with RD occurrence. Gene set enrichment analysis suggested that RD significantly altered starch and GA metabolism in peel. Higher starch content and hydrolysed chain status were found in RD peel at cell division stage. RD occurrence on the peel was influenced significantly by GA, especially abundant GA before July. These changes may mean a significant alteration in sink strength of RD peel. The findings of this study provide insights into the emergence, development and molecular mechanisms of RD.

## Introduction

The Satsuma mandarin (*Citrus unshiu* Marc.) is an important easy-peeling mandarin around the world, and Asian countries including China, Japan and Korea are the largest producers. In China, the Satsuma mandarin is one of two important easy-peeling mandarins, and makes up more than thirty per cent of total citrus production each year. Although the Satsuma mandarin is popular among world consumers, farmers in traditional growing areas are facing serious pressures, such as low prices due to large yields, fruit quality decline, and faster cultivar renewal. Of these, fruit quality problems are the most significant and receive more attention from producers and consumers. Roughing disorder (RD), also termed rough fruit, rough peel disorder (Erner et al., 1975, 1976; Liu, 2012), peel roughness (Liu et al., 1988), and rind roughness (Kubo and Hiratsuka, 1998, 1999) is a common and typical quality barrier in Satsuma mandarin fruit. RD is characterized by excessively thick, rough peel and large fruit size (Erner et al., 1976). It significantly impairs the commodity value of Satsuma mandarin fruit, but the molecular mechanisms involved are still not clear.

RD of Satsuma mandarin fruit occurs through a complicated process, and is influenced by hormones, soil, air humidity, and rootstock (Erner et al., 1976). Two major factors often lead to RD in Satsuma mandarin plants. The first factor is low fruit load. Citrus trees in the primary fruiting stage usually produce few fruit, most of which are characterized by RD. In addition, a heavy fruit load (ON-Crop) in 1 year inhibits the return bloom in the following year (Monselise and Goldschmidt, 1982; Shalom et al., 2014). The second year is characterized by a low yield (OFF-Crop) in which fruit with RD are predominant. The second factor that induces RD is the bearing angle. On a Satsuma mandarin tree, upward fruit frequently develop RD, but sideward fruit are smoother. A marked difference between them can be observed from mid-July (Kubo and Hiratsuka, 1998). The growth condition of the bearing basal shoot is also associated with RD. Generally, the bearing basal shoot is a spring and leafy shoot, usually shorter than 6 cm and thicker than 0.4–0.6 cm (Liu, 2012). Unlike fruit puffiness, which appears near or during the maturity stage, RD could be commonly observed during Satsuma mandarin fruit development. Satsuma mandarin fruit on low-crop-load trees exhibit RD symptoms in mid-June, showing higher fruit weight, bigger epidermal size, and hypodermal and parenchymal cells in the peel (Kubo and Hiratsuka, 1999). Because there is an increase in cell layer and cell diameter 7–28 days after full bloom (DAFB), this period has been identified as key in RD development (Liu, 2012).

A histological comparison of normal and RD fruit suggested that vigorous oil gland and hypodermal tissues contribute to RD in Satsuma mandarin fruit (Kubo and Hiratsuka, 1999). Another histological comparison of two peel types showed that peel thickness increment in RD fruit depended on the number of cell layers but not cell size (Liu, 2012). Hormones are believed to be another important factor behind RD in Satsuma mandarin. It is believed that exogenous GA_3_ application at an early fruit development stage induces RD (Liu et al., 1987). Upward fruit on “Okitsu wase” mandarin (*C. unshiu* Marc.) trees tending to have RD had higher GA content than sideward fruit with smooth peel. Exogenous applications of different hormones suggested that GA_3_ and BA treatments in late June significantly induced RD whereas others did not (Kubo and Hiratsuka, 1998, 2000). “Owari” mandarin (*C. unshiu* Marc.) fruit enlarged significantly with 2,4-DP, but fruit peel thickness did not (Agusti et al., 1994).

RD probably occurs in situations where source/sink ratio is excessive, but the mechanism of initial RD occurrence in Satsuma mandarin is still unclear. RD involves changes to fruit size, peel, segment membrane, juice sac, juice and so on, among which peel RD is the most obvious and typical phenotype. Although morphological changes have been documented, metabolic profiling of RD peel has not been investigated. The untargeted metabolome is appropriate to this study because metabolic fluxes might be directly related to peel RD. Thus, in this study we first aimed to reveal the overall mechanism of peel RD occurrence through comprehensive exterior and interior phenotypic characterization, along with genome-wide gene expression throughout RD peel development. Finally, metabolites, mineral nutrients, synergic pathways and genes correlated with the development of peel RD were identified. The results presented help clarify previously fragmentary knowledge, and provide further insight into the genetic and physiological basis of peel roughing, an important *Citrus* disorder.

## Materials and methods

### Plant materials and sampling

Eight-year-old “Yamashitabeni wase” Satsuma mandarin (*C. unshiu* Marc.) grafted on trifoliate orange [*Poncitrus trifoliata* (L.) Raf.] rootstocks were used in this study. Fifteen healthy and approximately uniform trees were selected for the experiment and fruit with RD were induced via severe fruit removal. At fruit set stage in spring, 10 trees were defruited, with 15 upward fruits left on each tree, while the other five trees without fruit removal served as the control (CK). For CK and treatment, fruit was randomly harvested at 20, 30, 40, 50, 60, 80, 110, 140, and 170 DAFB. For each CK sampling, 30 fruits from three CK trees with 10 for each tree were sampled. For treatment sampling, 21 fruits from three treated trees with seven fruits for each tree were sampled at 20, 30, and 40 DAFB, 15 fruits from three treated trees with five fruits for each tree at 50, 60, and 80 DAFB and nine fruits from at least three treated trees at 110, 140, and 170 DAFB were collected. At each sampling date, fruit growth was estimated by measuring transverse diameter of 30 fruits growing on the trees for CK and 30 fruits growing on the trees or all the remaining fruits if there were < 30 for treatment. Peel thickness was measured on all fruits individually. For each of the triplicate fruit groups mentioned above, the peel was isolated, immediately frozen in liquid nitrogen, and stored at −80°C for further analyses; the fruit pulp was stored at −40°C for targeted metabolites analyses.

### Morphological observation for the peel using SEM

CK and RD peels isolated from fruit at 30, 80, and 170 DAFB, representing fruit at cell division stage, cell enlargement stage and fruit maturity stage, respectively were used for SEM. At each of three sampling dates, six 5 × 5 mm peel squares from three fruits were collected from CK peel and RD peel, respectively. The samples were dehydrated using a graded ethanol series (50, 70, and 100%), critical-point dried, mounted on copper stubs and gold sputtered. The samples were examined under a JSM-6380LV scanning electron microscope (SEM, Jeol, Tokyo, Japan). Both peel surface and cross section were observed by SEM and representative images were selected.

### Untargeted and targeted metabolites analyses

To analyse untargeted metabolites in RD peel, another five “Yamashitabeni wase” Satsuma mandarin trees, each of which typically had both smooth (CK) fruits and RD fruits were chosen. In each of five trees, three downward CK fruits and three upward RD fruits were collected and had peel isolated at 170 DAFB. Peel samples from three fruits on one tree were mixed as a replicate with a total of five replicates for both CK and RD. The untargeted metabolic profiling was performed according to published methods with minor modification (Osorio et al., 2012). An Agilent 5975C MSD mass spectrometer (MS, Agilent Technologies, Palo Alto, CA, USA) coupled to an Agilent 7890A gas chromatograph (GC) system was used. Ten micrograms of ground and freeze-dried samples were used for metabolite extraction with 1 mL pre-chilled solvent mixture (Acetonitrile: Isopropanol: Water, 3: 3: 2), and underwent ultrasonication for 32s in ice-water mixture. Samples were then centrifuged for 10 min at 13,000 rpm and 4°C and supernatant was collected. Eight hundred microliter aliquots of supernatant plus 8 μL of 3 mg/mL Myristic acid-*d*_27_ were concentrated to complete dryness with nitrogen blowing. The residue was dissolved in 20 μL of 40 mg/mL methoxyamine hydrochloride/pyridine, and incubated for 90 min at 30°C. Samples were then treated with 90 μL N-methyl-N-(trimethylsilyl) trifluoroacetamide (1% trimethylchlorosilane) for 30 min at 37°C. After a second centrifugation at 12,000 rpm for 2 min, the supernatant was analyzed. Relative concentrations of the metabolites were determined by peak area (mm^2^) and the mass spectra were then compared to known and commercially available mass spectral libraries.

For targeted amino acid determination in CK and RD peels, triplicate samples out of five used in GC-MS were chosen for analysis. Peels were dried at 75°C for 3 days and ground immediately in a disintegrator (FW100, TAISITE, Tianjin, China). One gram powder samples were analyzed using the published method with a HITACHIL-8900 amino acid analyser (Hitachi, Wako, Japan) (Lu et al., 2016). To measure the targeted starch, organic acids and sugars, the isolated and frozen CK and RD peels at 40, 80, 110, 140, and 170 DAFB were used. The starch content was determined according to the published method with slight modification (Xu et al., 1998). One hundred milligram peel samples were ground in 80% alcohol and centrifuged at 4,000 rpm for 2 min. The suspension was collected and the residue was extracted another three times with 80% (m/v) Ca(NO_3_)_2_ at 100°C (5 mL each, 10 min per extraction). The extract was added to a final volume of 20 mL with 80% Ca(NO_3_)_2_. One milliliter extract solution was diluted using 1 mL 80% Ca(NO_3_)_2_, colored with 100 μL 0.1 M I_2_-KI and then absorption determined at 620 nm using a spectrophotometer (UV-1800, Shimadzu, Kyoto, Japan). The absolute amount of starch was determined by comparison with calibration standard curve and calculated based on peel fresh weight. Organic acid and sugar components were measured using high-performance liquid chromatography (HPLC) (LC-20A, Shimadzu, Kyoto, Japan) according to the published method (Lu et al., 2016). Organic acid and sugar were also determined in pulp using samples stored at −40°C. Triplicate tissue samples were analyzed for the above assays.

### Mineral nutrient analyses

For difference-screening analyses of macro- and micro-minerals between CK and RD peels, the same samples from targeted amino acid analyses were used. For targeted mineral nutrient, peel samples collected at 30, 80, and 110 DAFB, as described in the Plant Materials and Sampling section, were chosen to test the reliable content-difference between CK and RD peels. The peel samples were dried at 75°C for 3 days and ground immediately in a disintegrator (FW100, TAISITE, Tianjin, China). In assay, N and P were extracted and measured according to published methods (Bao, 2000). Peel K, Ca, Mg, Mn, Cu, and Zn were extracted with 1 M HCl and assayed using atomic absorption spectrophotometry. B was measured using the curcumin method after ashing the sample at 500°C for 5 h and dissolving in 0.1 M HCl (Li et al., 2015).

### Transcriptome sequencing and analyses

According to citrus fruit size and peel thickness development, 30, 80, and 170 DAFB were chosen to represent the fruit cell division stage, cell enlargement stage and fruit maturity stages respectively. Six libraries were constructed for transcriptome sequencing and named peel for control at 30 DAFB (CK30), peel for control at 80 DAFB (CK80), peel for control at 170 DAFB (CK170), peel with RD at 30 DAFB (RD30), peel with RD at 80 DAFB (RD80), and peel with RD at 170 DAFB (RD170). For each library construction, peels subsampled from triplicate peel samples described in Plant Materials and Sampling were mixed to produce a pool. One gram of peel was used for total RNA isolation using TRIzol reagent (TaKaRa, Dalian, China) according to the manufacturer's instructions, and the mRNA was enriched using magnetic oligo (dT) beads. Preparation of the paired-end libraries and sequencing was performed following standard Illumina methods and protocols. The cDNA libraries were sequenced on an Illumina Hiseq2000 platform and 100 bp single-end reads were generated.

Clean reads were obtained by removing reads containing adapter, ploy-N and low quality sequence from raw data, and were aligned to the *Citrus sinensis* genome (Xu et al., 2013) using Bowtie (Langmead et al., 2009) and BWA (Mortazavi et al., 2008). To estimate gene expression levels, fragments per kilobase per million mapped reads (FPKM) of each gene were calculated (Li and Dewey, 2011). Differentially expressed genes (DEGs) in pairwise comparisons were then identified (Audic and Claverie, 1997). All the statistical results for multiple testing were corrected with the Benjamini-Hochberg false discovery rate (FDR < 0.001) (Benjamini and Yekutieli, 2001). Sequence expressions were deemed to be significantly different if FDR < 0.001 and there was at least a 2-fold change (>1 or <-1 in log^2^ ratio value) in FPKM between two libraries. Gene Ontology (GO) annotation was performed using Blast2 GO software (Conesa et al., 2005). Finally, DEGs were enriched in GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases so as to identify the changes in biological functions and metabolism pathways. In addition, all DEGs were aligned in a plant transcription factor database (Pérezrodríguez et al., 2009) using HMMER (Finn et al., 2015) to screen the transcription factors.

### Quantitative real-time PCR analyses

Total RNA was isolated from the frozen peel following the method described above. Roughly 1.0 μg total RNA was used for first-strand cDNA synthesis using the iSCRIPT cDNA synthesis kit (Bio-Rad) following the manufacturer's instructions. Specific primers were designed from the selected gene sequences using Primer Express Version 3.0 (Applied Biosystems, CA, USA) and the primer sequences are given in Table S1. Quantitative RT-PCR was performed according to previous reports (Yan et al., 2012; Lu et al., 2016). Samples for qRT-PCR were run in three biological replicates with three technical replicates.

### Hormone treatment experiment

In the same plot described in plant material, six healthy and approximately uniform “Yamashitabeni wase” trees were chosen for the hormone treatment experiment. Three trees grown normally served as the control (CK). For IAA, CTK, GA_3_ and mixture (IAA+CTK+GA_3_) treatments, 20 representative fruits on each of another three trees were treated with the corresponding solutions. Aqueous solutions for IAA, CTK, GA_3_, and mixture treatments contained 50 mg·L^−1^ IAA, 3 mg·L^−1^ CTK, 50 mg·L^−1^ GA_3_, and the mixture with their own concentration respectively. Triton X-100 (0.05%) was added to each solution as a surfactant. At 40 DAFB, 20 representative fruit on each tree were soaked in treatment solution for 1 min. This was repeated again at 50 DAFB. At 85 and 115 DAFB in CK and treatments, 10 fruit from each treated tree for a total of 30 fruit per phenotype were collected. The collection of fruit size and peel thickness data, isolation of peel and pulp, determination of organic acid and sugar were all identical to the methods described above.

### Statistical analyses

Five individual biological replicates were used for GC-MS analyses and data were statistically analyzed using Student's *t*-test (*P* < 0.05). Three biological replicates were used in the organic acid, sugar, amino acid, and mineral nutrient determination and data were analyzed statistically using Duncan's multiple range test in an ANOVA program of SAS (Cary, NC, USA) at *P* < 0.05. Due to 30 fruits for CK in each sampling but 9 to 21 fruits for RD depending on sampling, Duncan's multiple range test for unequal replication in an ANOVA program at *P* < 0.05 was employed for the statistical analyses of data in fruit size and peel thickness.

## Results

### Characteristics of satsuma mandarin fruit with RD

Relative to CK fruit, RD fruit have significantly different interior and exterior characteristics. Rough fruit surfaces, bigger fruit sizes and delayed fruit degreening are noticeable in RD fruit. Furthermore, thicker peels, enlarged fruit segments, and bigger juice sacs all contribute to the increased size of RD fruit. In RD fruit, the segment membrane and the tail of juice sacs are whiter and more indistinct, suggesting severe lignification (Figure 1A). RD fruit showed significant differences in development patterns compared to CK fruit. Although both types of fruit shared similar characteristics at 20 DAFB, RD fruit were larger than CK fruit at 30DAFB and had a rough surface. At 170 DAFB, RD fruit was developing color whereas CK fruit had colored completely (Figure 1B). Satsuma mandarin fruit develop through cell division, cell enlargement, and maturity stages, during which fruit size changes in distinct patterns (Bain, 1958; Kubo and Hiratsuka, 1998). In this study, CK fruit clearly followed that process: cell division occurred from flowering to 60 DAFB (late-June), cell enlargement from 60 to 140 DAFB (mid-September), and fruit maturation from 140 to 170 DAFB (mid-October). In contrast, RD fruit size constantly increased throughout fruit development, differing from the classical development pattern. RD fruit always had thicker peel than CK fruit, but both followed the three-stage growth pattern (Figure 1C). Peel thickness of CK and RD fruit rapidly peaked at 30 DAFB and then decreased until 60 DAFB. A plateau phase in peel thickness growth occurred from 60 to 80 DAFB. After that, peel thickness continued to decrease in CK fruit, but RD peel thickness was stable from 140 to 170 DAFB (Figure 1D).

**Figure 1:**
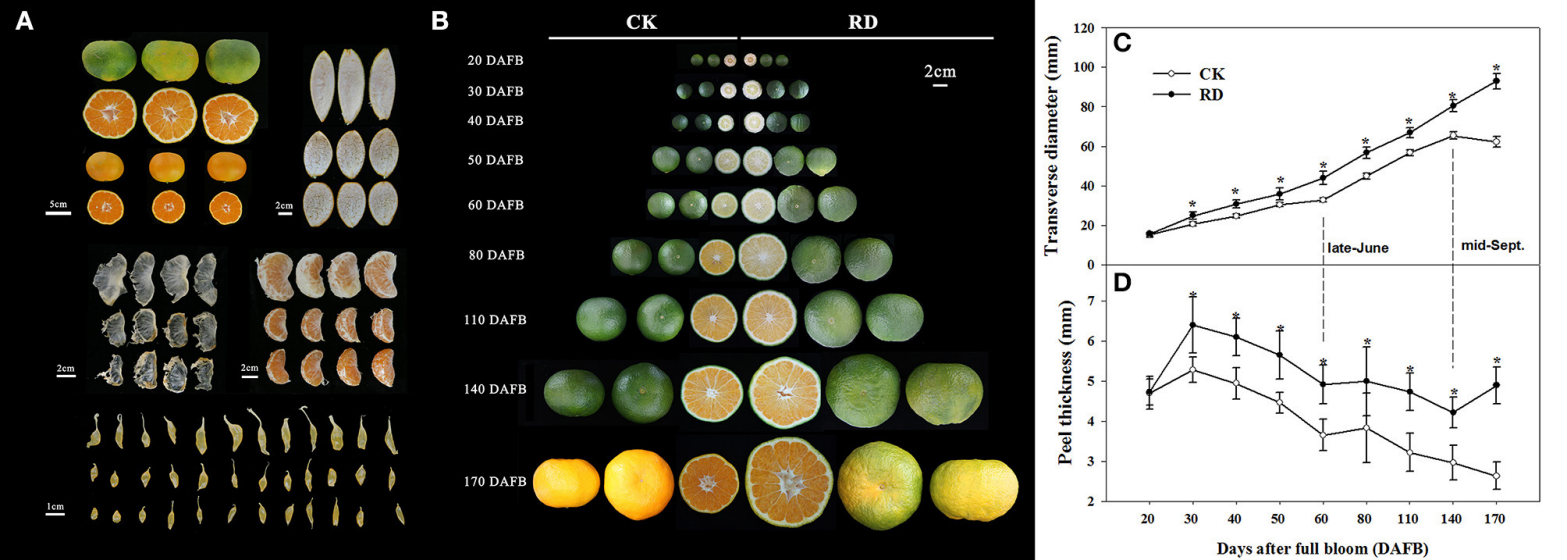
Characteristics and development of Satsuma mandarin fruit with roughing disorder (RD). **(A)** The exterior and interior characteristics of RD fruit. **(B)** Fruit development for CK and RD fruits. Fruit size **(C)** and peel thickness **(D)** changes throughout fruit development. Asterisk means significant difference at *P* < 0.05.

### Ultrastructure alterations of RD peel during development

Due to the significant changes in RD peel, scanning electron microscopy was used to study the ultrastructure alterations. Both peels were examined at 30, 80, and 170 DAFB (representing fruit at cell division, cell enlargement and maturity stage) to provide insights into the development of RD peel. At 30 DAFB, flavedo and albedo (which compose citrus peel) could not be clearly distinguished. At this stage the peels mainly comprised parenchymatic cells and few oil cells. Compared to CK, RD, peel had much greater thickness, more cells and lower oil cell density (Figures 2A,D). Furthermore, at this stage RD peel had bigger cell sizes, more clearly shaped parenchymatic cells, bigger intercellular spaces and thinner cell arrangement than CK peel (Figure 2B,C,E,F). Greater polysaccharide effluence was observed in CK peel than in RD peel (Figures 2C,F). At 80 DAFB, the flavedo and albedo of RD peel were thicker than those of CK peel and vascular bundles were observed. CK peel clearly had regular oil cells while flavedo was irregular in RD peel (Figures 2G,J). CK flavedo had spherical oil cells with smooth inner walls, but the oil cells in RD flavedo took non-identical sizes and had rough inner walls. In addition, normal parenchymatic cells layered regularly in CK flavedo, but the cell wall of these cells were significantly thickened in RD flavedo (Figures 2H,K). Lower cell density and larger intercellular space increased in RD albedo at 80 DAFB, consistent with the increase in RD peel (Figures 2I,L). CK and RD fruit exhibited relatively thin peel at 170 DAFB, although RD peel was still thicker than CK. CK flavedo remained spherical and featured small oil cells still characterized by smooth inner walls, but in the bigger oil cells in RD flavedo, a laminated structure on the rough inner-wall was found. Moreover, flavedo in RD peel had more epidermal cell layers and bigger cell size relative to CK (Figures 2N,Q). Vascular bundles in albedo were clearer in both peels at 170 DAFB, but the amount appeared greater in RD albedo (Figures 2M,P). At fruit maturation, flocculent structures filled albedo instead of regular cells. However, flocculent structures were much more loosely arranged and had thicker cell walls in RD albedo than in CK albedo (Figures 2O,R).

**Figure 2:**
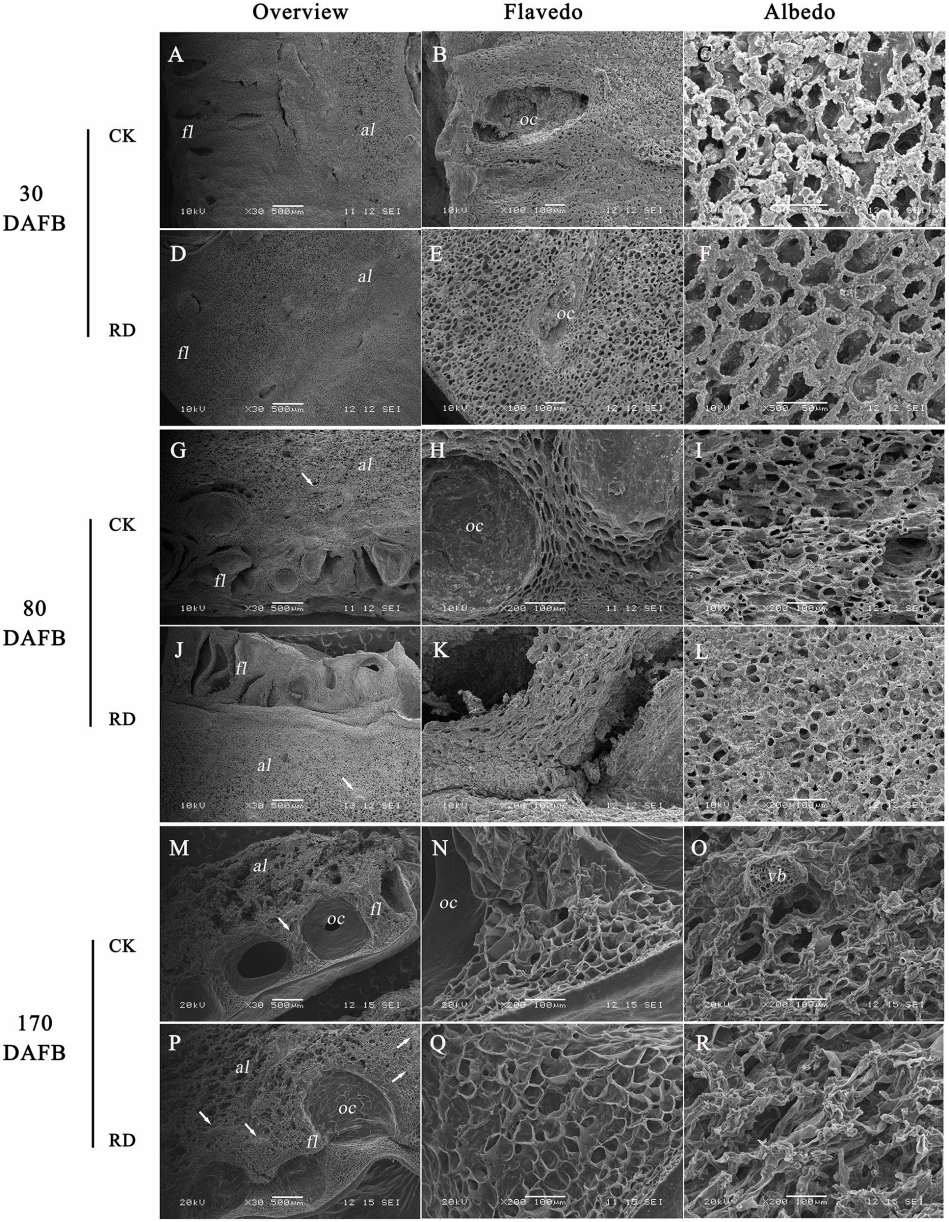
Development of peel RD at three fruit development stages. The overview **(A,D)**, flavedo **(B,E)** and albedo **(C,F)** of CK and RD peels at 30 DAFB. The overview **(G,J)**, flavedo **(H,K)** and albedo **(I,L)** of CK and RD peels at 80 DAFB. The overview **(M,P)**, flavedo **(N,Q)** and albedo **(O,R)** of CK and RD peels at 170 DAFB. The white arrow shows the vascular bundle in the peel. *fl, flavedo; al, albedo; oc, oil cell; vb, vascular bundle*.

### Changes of metabolites and mineral nutrients in RD peel

Using GC-MS, an untargeted metabolomic analyses was conducted to identify the metabolites associated with peel RD. Because the typical and complete RD occurs at fruit maturity stage, the peels at 170DAFB were chosen for comparison. As the relative concentrations of the metabolites were estimated by peak area, 855 metabolites were identified in both CK and RD peels. According to >1.2 or < 0.8 in RD/CK ratio and statistical analyses, 30 metabolites were significantly different across CK and RD peels. These metabolites were classified as sugars, organic acids, amino acids and derivatives, alcohols, heterocyclic compounds, amines, and two other compounds (Table 1). Of these classifications, the main differences were found in sugars, organic acids, amino acids, and derivatives. Notably, most amino acids and derivatives were significantly higher in RD peel than in CK peel, and citrulline, beta-homoserine, and glutamine were 4.80-, 5.51-, and 8.43-folds higher in RD peel, respectively. In further targeted amino acid analyses, 13 of 17 amino acids were significantly higher in RD peel (Table 2). Three amino acids were lower in RD peel and Arg was not different across the two peel types. Asp, Glu, and Pro had the highest levels but Cys, Met, and Tyr had the lowest levels in mandarin peel. Some mineral nutrients also had significant changes in RD peel. Analyses revealed that higher N, Mg and Cu levels occurred in mature peel, while other mineral nutrients showed no differences (Table 3). To further characterize the mineral nutrient changes in RD peel, four candidate mineral nutrients were determined during fruit development. Analyses over the developmental course suggested that Mg content was constantly higher in RD peel relative to CK (Figure 3).

**Table 1:** Classification of metabolites with significant difference between CK and RD peels.

**Classification**	**Putative Name**	**Fold change (PD/CK ratio)**	***t*-test**
Sugars	1-Kestose	0.54	0.036
	1,6-anhydro- beta-Glucose	0.57	0.022
	Raffinose	0.65	0.043
	Galactose	1.54	0.015
	Psicose	2.02	0.036
	Sorbose	2.19	0.003
	Galactonic acid	0.77	0.049
Organic acids	Glyoxylic acid	0.57	0.020
	Benzoic acid	0.58	0.045
	Shikimic acid	0.60	0.002
	methyl-Malonic acid	0.64	0.004
	1-Pyrroline-3-hydroxy-5-carboxylic-acid	1.62	0.001
	2-oxo-Gulonic acid	2.59	0.013
	Lactic acid	4.06	<0.0001
	Glyceric acid	4.54	0.004
Amino acids and derivatives	Phenylalanine	0.52	0.036
	3-cyano-Alanine	1.71	0.021
	Threonine	1.83	0.019
	Glycine	2.16	<0.0001
	Norvaline	2.60	0.000
	Citrulline	4.80	0.000
	beta-Homoserine	5.51	<0.0001
	Glutamine	8.43	0.01
	Indole-3-lactic acid	3.21	0.004
Alcohols	Viburnitol	0.69	0.005
Heterocyclic compound	Similar to Lumichrome	5.91	<0.0001
Amines	Butyro-1,4-lactam	1.31	0.027
	Propylamine-2,3-diol	1.56	0.019
Others	2-hydroxy-Pyridine	0.62	0.042
	Epinephrine	1.72	0.031

*The relative concentrations of metabolites are based on peak areas, and five individually biological replicates were conducted for a t-test. The RD/CK ratio was calculated on the mean values*.

**Table 2:** Amino acids in CK and RD peels. Values are mean ± *SD* of three biological replicates.

	**CK (mg/100g DW)**	**PD (mg/100g DW)**
Asp	0.69 ± 0.02	0.78 ± 0.02^**^
Thr	0.15 ± 0.005	0.18 ± 0.003^**^
Ser	0.19 ± 0.02	0.22 ± 0.02^**^
Glu	0.48 ± 0.02	0.56 ± 0.01^**^
Pro	0.52 ± 0.02	0.49 ± 0.01^*^
Gly	0.20 ± 0.006	0.23 ± 0.004^**^
Ala	0.27 ± 0.02	0.30 ± 0.005^**^
Cys	0.07 ± 0.02	0.04 ± 0.003^**^
Val	0.19 ± 0.009	0.20 ± 0.004^**^
Met	0.03 ± 0.008	0.02 ± 0.004^*^
Ile	0.13 ± 0.004	0.14 ± 0.0103^**^
Leu	0.25 ± 0.005	0.28 ± 0.005^**^
Tyr	0.02 ± 0.03	0.07 ± 0.005^**^
Phe	0.18 ± 0.01	0.23 ± 0.005^**^
Lys	0.21 ± 0.02	0.27 ± 0.02^**^
His	0.09 ± 0.003	0.12 ± 0.004^**^
Arg	0.20 ± 0.003	0.21 ± 0.10N

*Asterisk and double asterisk mean significant difference at P < 0.05 and P < 0.01, respectively. N means no significant difference*.

**Table 3:** Mineral nutrients in mature CK and RD peels.

	**N (%)**	**P (%)**	**K (%)**	**Ca (%)**	**Mg (%)**	**Zn (ug/g)**
CK	0.79 ± 0.02	0.04 ± 0.01	1.13 ± 0.04	0.50 ± 0.02	0.07 ± 0.01	4.40 ± 0.23
RD	0.88 ± 0.03^*^	0.05 ± 0.001	1.00 ± 0.11	0.51 ± 0.05	0.19 ± 0.01^*^	4.81 ± 0.06
	**Cu (ug/g)**	**Mn (ug/g)**	**Fe (ug/g)**		**B (ug/g)**	**Mo (ug/g)**
CK	1.87 ± 0.13	7.58 ± 2.09	28.99 ± 12.23		17.91 ± 0.13	0.04 ± 0.00
RD	2.96 ± 0.44^*^	9.71 ± 0.45	29.15 ± 9.59		18.60 ± 0.63	0.05 ± 0.02

*Values are mean ± SD of three biological replicates. Asterisk means significant difference at P < 0.05*.

**Figure 3:**
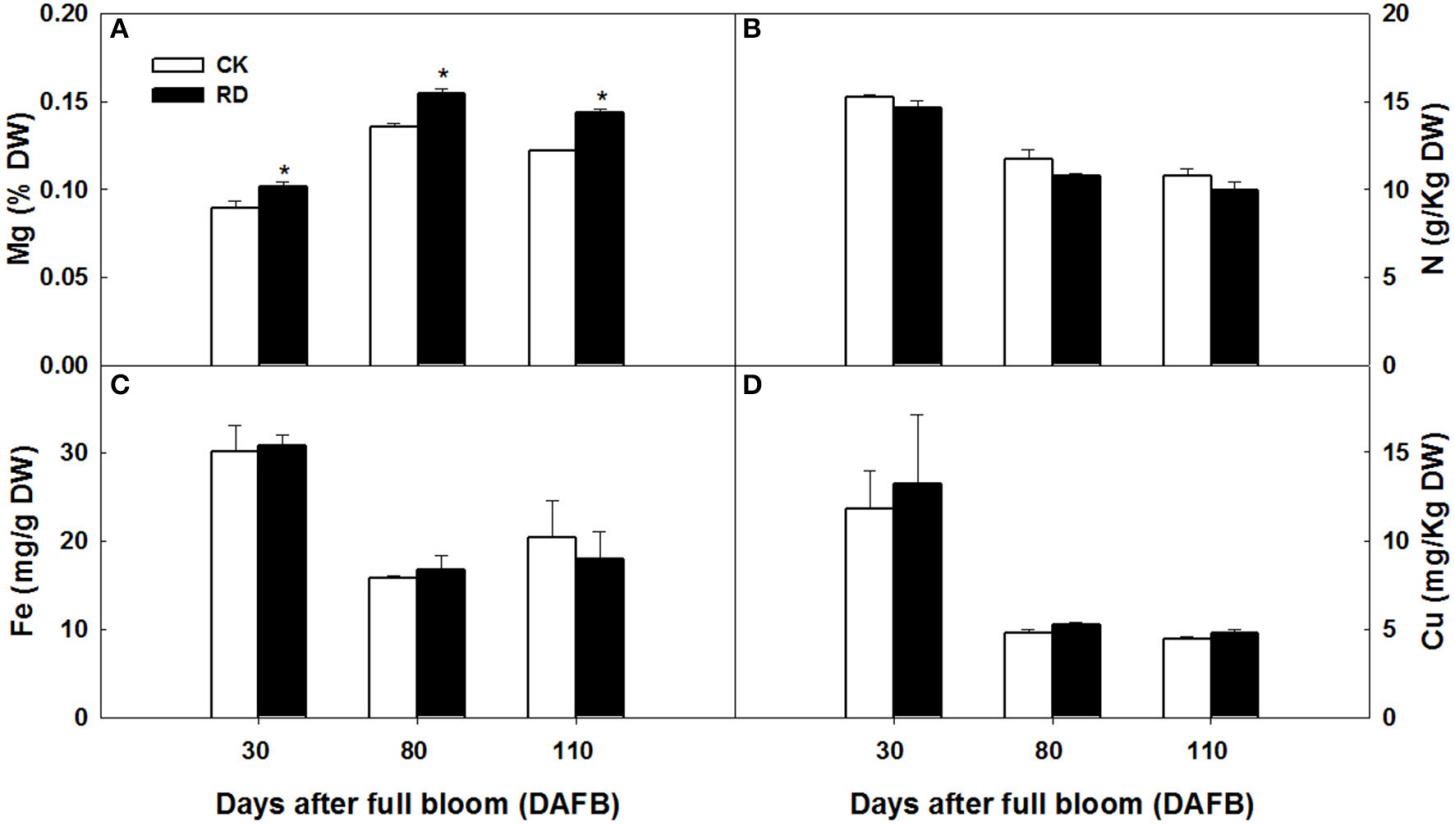
Mg **(A)**, N **(B)**, Fe **(C)** and Cu **(D)** content in CK and RD peels during development. Asterisk means significant difference at *P* < 0.05.

### Changes in global gene expression responding to peel RD

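Peel of control fruit (CK) and of fruit with roughing disorder (RD) was sequenced from “Yamashitabeni wase” trees at 30, 80, and 170 DAFB. RD was induced by removing fruits at fruit set until 15 upward ones remained per tree, whereas the CK trees kept theirs. RD and CK peel thus also differed in tree and fruit load, and possibly in fruit position. These cannot be told apart from the disorder. Each of the 6 libraries was 1 pool of 3 peel samples. According to the methods, the sampled CK fruits numbered 30 at each stage, and the RD fruits 21 at 30 DAFB, 15 at 80 DAFB, and 9 at 170 DAFB. As each condition had 1 library, no replicate check was possible: values are given without SD or p, and a difference between CK and RD is a difference between 2 pools. The authors removed low-quality reads, mapped the rest to the sweet orange genome with Bowtie and BWA, and computed FPKM per gene with RSEM. The values cover 23099 genes with FPKM above 0 in at least 1 library. The mapped reads stated by the paper lie between 49379174 and 51771903 per library, so 1 FPKM of a transcript of 1 kb stands for 49.4 to 51.8 reads. A gene was counted as changed when the FPKM ratio of RD to CK was at least 2-fold and the FPKM was at least 1 in the higher library. The FDR test on reads that the paper adds to the 2-fold limit was not run, because it needs reads per gene. In simulated libraries of this depth with a scatter of 10%, this rule found nearly all genes changed 3-fold (100% at 30 and 80 DAFB) and 2% to 3% of those changed 1.5-fold, with 5 to 14 false calls per stage. The changed genes were drawn from those with an FPKM of at least 2 in CK peel, so recovery of weaker genes was not simulated. The scatter between real fruits is not known. Genes carry the name of the best protein match given with the FPKM. The 2-fold rule, 24 lists of genes by function, and the rule for which genes are named were set before the data were examined, when the log2 ratios that the paper gives in Table 5 and for called genes in Table S5 had already been seen.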

During fruit development, CK peel at 30 DAFB, RD peel at 30 DAFB, CK peel at 80 DAFB, RD peel at 80 DAFB, CK peel at 170 DAFB, and RD peel at 170 DAFB were chosen to construct sequencing libraries, named CK30, RD30, CK80, RD80, CK170, and RD170, respectively. After filtering, more than 65.5 million clean sequence reads for each library were generated, for a total of 39.83 GB of sequence data (Table S2). Of the total clean reads from the samples, 70.5–72.2% were unique matches with the sweet orange (*Citrus sinensis*) genome (http://citrus.hzau.edu.cn/orange/) while multi-position match reads were 4.0–5.1%. Finally, 20,339 expressed genes in CK30, 20,997 expressed genes in RD30, 20,659 expressed genes in CK80, 20,711 expressed genes in RD80, 20,554 expressed genes in CK170 and 20,501 expressed genes in RD170 were detected based on the reference genome. 

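A chitinase and a chlorophyll-binding protein were among the abundant transcripts of young peel and were far lower at maturity. The chitinase Cs8g01840, a protein of pathogen response, had an FPKM of 5036 in CK30 and 2142 in RD30, and of 0.67 in CK170 and 6.64 in RD170. Chlorophyll a-b binding protein 3C (Cs2g03780), a light-harvesting protein, went from 10984 in CK80 and 10228 in RD80 to 88.6 in CK170 and 1039 in RD170. The 100 most abundant genes held 27.1% of all FPKM in CK30, 24.0% in RD30, 21.9% in CK80, 22.9% in RD80, 17.9% in CK170, and 23.9% in RD170. The number of genes with FPKM above 0 was 20339 in CK30 and 20997 in RD30, 20659 in CK80 and 20711 in RD80, and 20554 in CK170 and 20501 in RD170. With an FPKM of at least 1, the numbers were 16026 and 17155 at 30 DAFB, 16766 and 17001 at 80 DAFB, and 16471 and 16357 at 170 DAFB. At 30 DAFB, 1393 genes reached an FPKM of 1 in RD peel alone and 264 in CK peel alone. The same counts were 636 and 401 at 80 DAFB, and 672 and 786 at 170 DAFB.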

Gene-expression levels were determined using the fragments per kilobase of transcript per million mapped reads (FPKM) method. 

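Largest changes are given among genes whose match has a name, with FPKM of at least 10 in 1 library and above 0 in both. At 30 DAFB the largest rises in RD peel were in a class IV heat shock protein (Cs5g18500, FPKM 1.36 in CK30 and 222 in RD30), in gibberellin 2-beta-dioxygenase 8 (Cs2g07550, 0.43 and 27.6), an enzyme family that inactivates gibberellin, and in a chloroplast carbonic anhydrase (Cs2g28060, 4.50 and 156). Another heat shock protein (Cs4g05880, log2 ratio 4.98) and the cytokinin response regulator ARR9 (orange1.1t01850, 4.82) followed. The largest falls were in a xyloglucan endotransglucosylase/hydrolase of the cell wall (Cs4g03050, 33.5 in CK30 and 0.46 in RD30), a heat shock cognate 70 kDa protein (Cs7g29040, 60.9 and 2.32), an ankyrin repeat protein (Cs9g15570, log2 ratio -4.56), a ubiquitin ligase (Cs5g23550, -4.46), and an L-ascorbate oxidase homolog (Cs8g01960, 255.0 and 12.1). At 80 DAFB, RD peel had more of a seed protein homolog (Cs5g16920, 22.8 in CK80 and 380 in RD80), the lipid-transfer protein DIR1 (orange1.1t01576, log2 ratio 3.01), a proline transporter (Cs5g06430, 2.99), and a putative DNA binding protein (Cs3g03390, 2.88). It had less of purple acid phosphatase 8 (Cs2g17970, log2 ratio -3.84) and cytochrome P450 94A1 (Cs3g07440, -3.37). At 170 DAFB the largest rises were in HOTHEAD (Cs5g10170, 0.47 in CK170 and 18.4 in RD170), a GDSL esterase (Cs2g28140, log2 ratio 4.64), the Calvin cycle enzyme aldolase 2 (Cs8g08710, 4.62), abscisic acid 8'-hydroxylase 4 (Cs8g05940, 1.25 and 23.8), and a miraculin-like protein (Cs5g16780, 13.9 and 252). A 3-ketoacyl-CoA synthase of wax synthesis (Cs6g02360, 30.2 and 0.04), an aquaporin (Cs5g17210, 21.2 and 0.06), a lipoxygenase (orange1.1t03769, 282 and 0.84), a methyltransferase (orange1.1t00778, 87.3 and 0.39), and terpene synthase 9 (Cs2g22100, 10.1 and 0.08) were nearly absent from RD170. Except for terpene synthase 9, these genes had an FPKM of at most 2.26 in every library other than CK170. Their difference thus rests on high values in that 1 pool. In all, 5562 genes at 30 DAFB, 1750 at 80 DAFB, and 3122 at 170 DAFB differed at least 2-fold. At 4-fold the numbers were 1515, 380, and 1087.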

A total of 4,855, 1,164, and 2,526 DEGs were detected at 30, 80, and 170 DAFB, respectively (Table S3). Of these, two peels at 30 DAFB exhibited the most DEGs with 3,863 (79.6%) upregulated and 992 (20.4%) down-regulated. 

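TCP transcription factors, regulators of cell proliferation, were raised in RD peel at 30 DAFB: 8 of 10 expressed members were at least 2-fold higher and none was lower, with a median log2 ratio of 1.80. TCP4 (Cs2g15820) had an FPKM of 9.61 in CK30 and 69.8 in RD30, and TCP8 (orange1.1t03896) 5.21 and 28.5. Of 42 heat shock and stress genes, a list included to detect differences in sample handling, 20 were higher and 5 lower, and the abundant heat shock protein Cs4g05780 had 524 in CK30 and 5163 in RD30. Of 260 pentatricopeptide repeat proteins, which process organelle RNA, 101 were higher and 8 lower. DNA replication genes, a list of cyclins, histones, and DNA synthesis enzymes, had 17 higher and 3 lower members of 76. Its most abundant member, Cs2g03360 (log2 ratio 1.64), is a calcyclin-binding protein and no replication gene. Defence genes went both ways, with 61 higher and 51 lower of 251. The chitinase Cs8g01840 (log2 ratio -1.23), the resistance protein RGA3 (Cs7g16030, -2.79), and WRKY 53 (orange1.1t00472, -2.12) fell.
Cell wall genes also went both ways (20 higher and 18 lower of 102), and the growth-related expansin-A1 (Cs5g10820) had an FPKM of 7.41 in CK30 and 49.6 in RD30. Of 14 class III peroxidases, 1 was higher and 2 were lower. A list included to detect seed or juice sac tissue had 2 expressed members of 27, and neither changed 2-fold. As 1 of them (Cs7g20280) is named after a virus resistance locus and is no seed gene, this check rests on 1 oleosin (orange1.1t03751).
In total 4458 genes were at least 2-fold higher in RD30 and 1104 lower, so 80.15% were higher. The split depended on scaling, because log2 RD30/CK30 had a median of 0.43 over the 15762 genes with FPKM of at least 1 in both libraries. When ratios were taken relative to that median, 2421 genes were higher and 1873 lower (56.38% higher). Scaled to the upper quartile 61.76% were higher, and scaled to the ACTIN gene 86.78%. Relative to the median of all genes, TCP factors still had 6 higher and 0 lower members and heat shock genes 15 and 5, pentatricopeptide repeat proteins 53 and 11, and DNA replication genes 11 and 6, whereas class III peroxidases had 1 and 5, cell wall genes 10 and 30, and defence genes 30 and 76. Among 10000 random lists of the same expression level, the medians of the cell wall and the defence list lay at percentile 0.0, that of peroxidases at 0.42, that of TCP factors at 99.95, and that of heat shock genes at 99.96. Pentatricopeptide repeat proteins (94.29) and DNA replication (6.47) lay within the middle 95%. At 80 DAFB the heat shock list had 2 higher and 9 lower members of 44, at percentile 0.83, so it lay outside the middle 95% at that stage as well. Such percentiles compare genes within 1 pair of pools and do not measure the spread between pools.

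**Figure D1:**
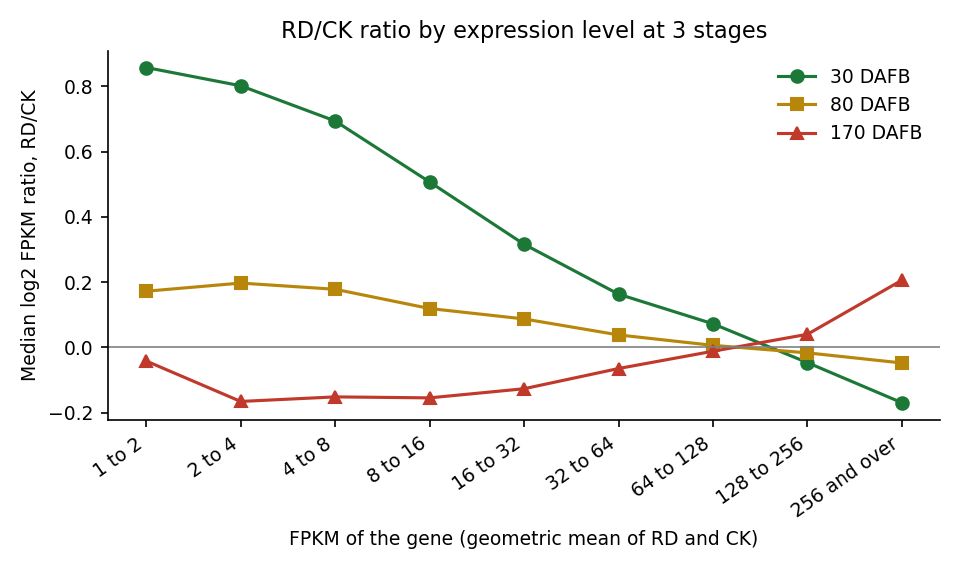
Median log2 FPKM ratio of RD to CK (vertical axis) for genes grouped by their FPKM (horizontal axis, geometric mean of both libraries), with 1 line for each of 30, 80, and 170 DAFB. At 30 DAFB the median falls from 0.86 among genes of 1 to 2 FPKM to -0.17 in the group of the most abundant genes, and at 80 DAFB from 0.17 to -0.05. At 170 DAFB it runs from -0.04 to 0.21.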

The differentially expressed transcription factors between CK and RD peels were also analyzed. A total of 43 differentially expressed transcription factor families were found during RD development. Of these, 42 families were expressed differently at 30 DAFB, with 241 up-regulated and 55 down-regulated transcription factors. MYB and bHLH families predominated, with 40 and 32 transcription factors differentially expressed, respectively (Table S4).

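MYB genes that differed 2-fold were more often higher than lower in RD peel at 30 DAFB and more often lower at 170 DAFB. By their descriptions, 28 MYB and MYB-related genes were expressed at 30 DAFB, of which 16 were at least 2-fold higher in RD peel and 3 lower (median log2 ratio 1.56). At 80 DAFB 11 of 29 were higher and 3 lower, and at 170 DAFB 2 were higher and 13 lower. Of 32 bHLH genes, 16 were higher and 6 lower at 30 DAFB, with a median of 1.00. Among the 6, bHLH92 (Cs9g08460) had an FPKM of 161 in CK30 and 9.23 in RD30. WRKY genes had 8 higher and 5 lower members of 22 at 30 DAFB, and 0 higher and 13 lower of 23 at 170 DAFB. NAC genes had 7 higher and 3 lower of 26 at 30 DAFB, and 3 of 5 growth-regulating factors were higher. When taken relative to the median of all genes at 30 DAFB, 14 MYB genes were higher and 4 lower, 10 bHLH genes were higher and 6 lower, and WRKY genes stood at 4 and 5 and NAC genes at 4 and 5. These family lists were drawn up, and bHLH92 was picked out, after the values were seen. They rest on gene descriptions and not on protein domains, so genes without a described family are not in them.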

Hierarchical cluster analyses was performed using the log-[FPKM (RD/CK)] values of samples at three stages. Results showed that during the three stages, the DEGs in peel were divided into more than five groups (Figure 4A). Of these groups, four were predominant: in group I, genes downregulated at all three development stages; in group II, genes upregulated at all three development stages; in group III, genes upregulated at cell division stage and downregulated at cell enlargement and maturity stage and in group IV, genes upregulated at cell division and enlargement stages and then downregulated at maturity stage. This supported the notion that different genes worked during fruit puffing development. 

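Genes lowered at all 3 stages included the one that the paper names DELLA8 (Cs4g12130). The heat shock protein Cs4g05880 was higher at 30 DAFB and lower at 80 DAFB and at 170 DAFB. The chitinase Cs8g01840 took another course, lower at 30 DAFB and higher at both later stages. Of 321 genes that differed at least 2-fold at every stage, 100 were lower throughout (group I) and 67 were higher throughout (group II). Group III, higher at 30 DAFB and lower afterwards, held 53 genes, and group IV, higher at 30 and 80 DAFB and lower at 170 DAFB, held 52. The other 4 courses held 17, 15, 10, and 7 genes, so groups I to IV made up 84.74%. With ratios relative to the median of all genes at each stage, they made up 77.97%. The log2 ratios of RD to CK correlated across 14337 genes at r = 0.34 between 30 and 80 DAFB (Spearman's rho 0.24), at r = 0.15 between 80 and 170 DAFB (rho 0.10), and at r = 0.02 between 30 and 170 DAFB (rho -0.02). Genes are not independent replicates, and 7 such pairs of ratios were compared in all.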

To analyse the metabolic and regulatory pathways involved in peel RD, a comparison of DEGs at three development stages was made. 

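Genes raised in RD peel at every stage included a proline transporter (Cs5g06430), with an FPKM of 4.96 in CK30 and 12.4 in RD30, 1.64 and 13.0 at 80 DAFB, and 0.79 and 5.52 at 170 DAFB. Abscisic acid 8'-hydroxylase 4 (Cs8g05940), an enzyme that breaks down abscisic acid, had log2 ratios of 2.31, 1.15, and 4.25 at 30, 80, and 170 DAFB. The zinc finger protein CONSTANS-LIKE 16 (Cs7g26690), singled out after its values were seen, had 2.29, 1.02, and 4.06. In total 905 genes were at least 2-fold higher in RD peel at 80 DAFB and 1396 at 170 DAFB, which was 51.71% and 44.71% of the genes that differed. With ratios taken relative to the median of all genes, 744 were higher at 80 DAFB (43.16%) and 1581 at 170 DAFB (51.41%), so the balance turned at both stages. At 30 and 80 DAFB 359 genes were shared, at 80 and 170 DAFB 182, and at 30 and 170 DAFB 454. All 3 stages shared 67 higher genes. Among the 15863 genes kept at every stage, independent lists of the higher genes found there would share 9.15. Throughout development, 40 genes were higher relative to the median of all genes.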

In RD peel, 3,863 genes at 30 DAFB, 544 genes at 80 DAFB and 1,105 genes at 170 DAFB were up-regulated relative to CK peel, with three groups sharing 43 genes (Figure 4B up). In contrast, 992 genes at 30 DAFB, 620 genes at 80 DAFB and 1,421 genes at 170 DAFB were down-regulated, with 94 genes common to the three groups (Figure 4B down). 

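Some jasmonate genes were among the genes lowered in RD peel at every stage. Lipoxygenase 3-1 (Cs1g17380), an enzyme of jasmonate synthesis, had an FPKM of 579 in CK30 and 56.6 in RD30, 179 and 57.2 at 80 DAFB, and 66.5 and 26.5 at 170 DAFB. Other abundant lipoxygenases of the jasmonate synthesis list were not lowered 2-fold at any stage. At 30, 80, and 170 DAFB, orange1.1t04376 had log2 ratios of -0.19, 0.92, and 0.28, and orange1.1t03773 -0.19, 0.25, and 2.03. TIFY 5A (Cs2g03240), of a family of jasmonate repressors and chosen after its values were seen, had log2 ratios of -2.10, -2.98, and -1.93. A vacuolar amino acid transporter (Cs6g21320) had -2.40, -3.15, and -2.94, and tryptophan synthase beta chain 2 (Cs2g07700) -1.12, -2.74, and -5.12. Gibberellin 2-beta-dioxygenase 2 (Cs9g01770), which inactivates gibberellin, had -1.20, -1.23, and -1.22. The genes lowered at least 2-fold numbered 845 at 80 DAFB and 1726 at 170 DAFB, and relative to the median of all genes 980 and 1494. All 3 stages shared 100 lower genes, and among the genes kept at every stage independent lists of the lower genes found there would share 2.57. When taken relative to the median of all genes 105 were lower throughout.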

To identify DEGs that showed alternation in their expression during peel development and common or different pathways that altered developmentally, they were clustered according to their expression patterns. Three patterned DEGs with up-up-regulation, up-down-regulation and down-down-regulation during peel development were identified. In these three patterns, down-down-regulation had the most genes (237) while up-up-regulation contained the least genes (63) (Figure 4C). 

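The small chain of ribulose bisphosphate carboxylase (Cs6g18680), the enzyme of carbon fixation, rose from 30 to 80 DAFB and fell by maturity in both peels. It had an FPKM of 912, 4419, and 21.4 in CK peel and of 2865, 3842, and 290 in RD peel at 30, 80, and 170 DAFB. Expansin-A1 (Cs5g10820) rose at both steps in CK peel, with 7.41, 428, and 2203, and had 49.6, 457, and 1660 in RD peel. The chitinase Cs8g01840 fell at both steps in CK peel. Of the 8017 genes that differed at least 2-fold between the peels at any stage, 715 rose at least 2-fold at both steps in CK peel, 1099 rose and then fell, 311 fell and then rose, and 494 fell at both steps. In RD peel these numbers were 194, 387, 399, and 504. Both peels shared 101 genes of the first pattern, 199 of the second, 72 of the third, and 184 that fell at both steps. Among the 321 genes that differed at all 3 stages, 42 rose and 21 fell at both steps in CK peel, and 5 rose and 33 fell in RD peel. The paper's text does not name the peel or the fold used for the patterns, so both peels are given.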

All DEGs were assigned to metabolism pathways (Table S5). At 30 DAFB, plant hormone signal transduction with 173 DEGs and starch and sucrose metabolism with 130 DEGs were altered most significantly in RD peels. 

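Auxin and gibberellin synthesis genes were more often higher than lower in RD peel at 30 DAFB, as were all genes together, while starch and sugar genes went both ways. Of 31 expressed genes of auxin response and synthesis, 11 were at least 2-fold higher and 2 lower, with a median log2 ratio of 0.82 (8 higher and 3 lower relative to the median of all genes). Of 8 genes of gibberellin synthesis and inactivation, 4 were higher and 1 was lower. The ent-kaurene oxidase orange1.1t01910, of gibberellin synthesis, had an FPKM of 9.21 in CK30 and 25.9 in RD30. Of 15 starch synthesis genes, 3 were higher and 2 lower, and of 20 starch breakdown genes likewise 3 and 2. Of 30 genes of sucrose and hexose metabolism, 6 were higher and 4 lower, and relative to the median of all genes 2 and 7. Of 9 trehalose genes, 3 were higher and 3 lower, and on that scale 1 and 4. Among random lists of the same expression level, the median of the auxin list lay at percentile 97.68 and that of the gibberellin list at 89.38, which is within the middle 95%. Starch synthesis lay at 26.25, starch breakdown at 57.06, sucrose and hexose metabolism at 11.04, and trehalose at 3.14, all 4 within it as well. Single genes of these lists changed strongly even so: trehalose-phosphate phosphatase A (Cs9g14600) had a log2 ratio of -2.34 at 30 DAFB. The KEGG assignment of the paper was not used here, and the lists are by gene description.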

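Of 9 expressed evening genes of the circadian clock, 5 were at least 2-fold higher in RD peel at 30 DAFB and none was lower, with a median log2 ratio of 1.24. GIGANTEA (Cs3g21790) had an FPKM of 26.2 in CK30 and 62.1 in RD30, the clock gene LUX (Cs6g16820) 5.39 and 22.7, and the pseudo-response regulator APRR5 (Cs5g16360) 0.45 and 4.04. The morning gene LHY (orange1.1t00580) had 135 in CK30 and 103 in RD30. Of 6 CONSTANS-LIKE zinc finger genes, 4 were higher and none was lower. Relative to the median of all genes the evening list had 4 higher members and the CONSTANS-LIKE list 3, again with none lower. The clock and CONSTANS-LIKE lists were drawn up, and their genes picked, after the values were seen. As the hour of sampling was not found in the paper's text, a different hour of collection cannot be told apart from the disorder here. Of 60 genes of phenylpropanoid and lignin synthesis, a list fixed beforehand that holds the methyltransferases of these pathways, 19 were higher and 3 lower at 30 DAFB, and 16 and 6 relative to the median of all genes. With a median at percentile 39.74 of random lists, this list moved like genes of its expression level in general. Its most abundant members did not change: the caffeic acid methyltransferase orange1.1t04194 had 1819 and 1617.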

Subsequently, pathways involved in plant circadian rhythms, amino sugar, and nucleotide sugar metabolism and stilbenoid, diarylheptanoid, and gingerol biosynthesis were also affected. At 80 and 170 DAFB, the metabolic pathway and biosynthesis of secondary metabolites possessed the most DEGs that accorded with fruit development and carotenoid biosynthesis (Figure 5).

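Most genes of the light reactions of photosynthesis were higher in RD peel at 30 and 170 DAFB, and few differed at 80 DAFB. Of 24 expressed genes of the light reactions, 16 were at least 2-fold higher in RD170 than in CK170 and 1 was lower, with a median log2 ratio of 1.64. The antenna protein CP24 (orange1.1t03504) had an FPKM of 4.59 in CK170 and 68.9 in RD170, and photosystem I subunit V (Cs4g07650) 10.7 and 59.1. At 30 DAFB 22 of 25 were higher and none was lower (median 1.59), whereas at 80 DAFB 1 was higher and none was lower (median -0.15). Carbon fixation genes had 9 higher of 13 at 30 DAFB, 0 at 80 DAFB, and 5 of 12 at 170 DAFB, and none was lower at any of these stages. Aldolase 2 (Cs8g08710), a Calvin cycle enzyme, had 8.23 in CK170 and 202 in RD170. Chlorophyll synthesis genes had 6 higher of 11 at 30 DAFB, 0 at 80 DAFB, and 3 at 170 DAFB, with protochlorophyllide reductase (Cs1g06850) at 8.70 and 47.2 at maturity. Chlorophyll breakdown genes had 3 higher of 6 at 30 DAFB (2 higher and 1 lower relative to the median of all genes) and 1 higher of 6 at 80 DAFB, the chlorophyllase Cs5g16830. Of 7 at 170 DAFB, 1 was lower in RD170, a red chlorophyll catabolite reductase (Cs1g22680, 87.6 and 12.6).
Of 29 carotenoid genes at 170 DAFB, 5 were higher and 2 lower in RD peel. Zeta-carotene desaturase (Cs3g11180), of carotenoid synthesis, had 301 in CK170 and 141 in RD170. At 80 DAFB 2 of 30 carotenoid genes were higher, and at 30 DAFB 11 of 28 were higher and 1 was lower. Flavonoid synthesis had 12 higher and 4 lower of 31 at 170 DAFB. Its chalcone synthase Cs2g14720 had 25.9 and 148, while the more abundant chalcone synthase Cs3g19360 had 549.8 and 508. Amino acid synthesis had 6 higher and 15 lower of 43, with tryptophan synthase beta chain 2 (Cs2g07700) at 391 in CK170 and 11.2 in RD170. Phenylpropanoid and lignin genes had 13 higher and 10 lower of 60. Terpene synthases of peel oil had 1 higher and 6 lower of 27 at 80 DAFB, and 7 higher and 2 lower of 23 at 170 DAFB.
At 80 DAFB DNA replication genes had 11 higher and 2 lower of 70, and cell wall genes 4 and 9 of 97. The medians at that stage lay at percentile 100.0 of random lists for DNA replication and 97.18 for cell wall genes. That of the light reactions lay at 1.6, outside the middle 95%, although few of its members differed 2-fold. At 170 DAFB the median of all genes was -0.11, and relative to it the light reactions had 17 higher and 1 lower member, flavonoid synthesis 12 and 4, and amino acid synthesis 6 and 10. At 30 DAFB, on the same scale, the light reactions had 17 higher and 0 lower members, carbon fixation 7 and 0, chlorophyll synthesis 3 and 0, and carotenoid metabolism 7 and 1. Among random lists of the same expression level, the medians at 170 DAFB lay at percentile 100.0 for the light reactions, 80.35 for carbon fixation, 66.08 for chlorophyll synthesis, 95.30 for carotenoid metabolism, 99.99 for flavonoid synthesis, and 0.0 for amino acid synthesis. Those of carbon fixation, chlorophyll synthesis, and carotenoid metabolism are within the middle 95%.

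**Figure D2:**
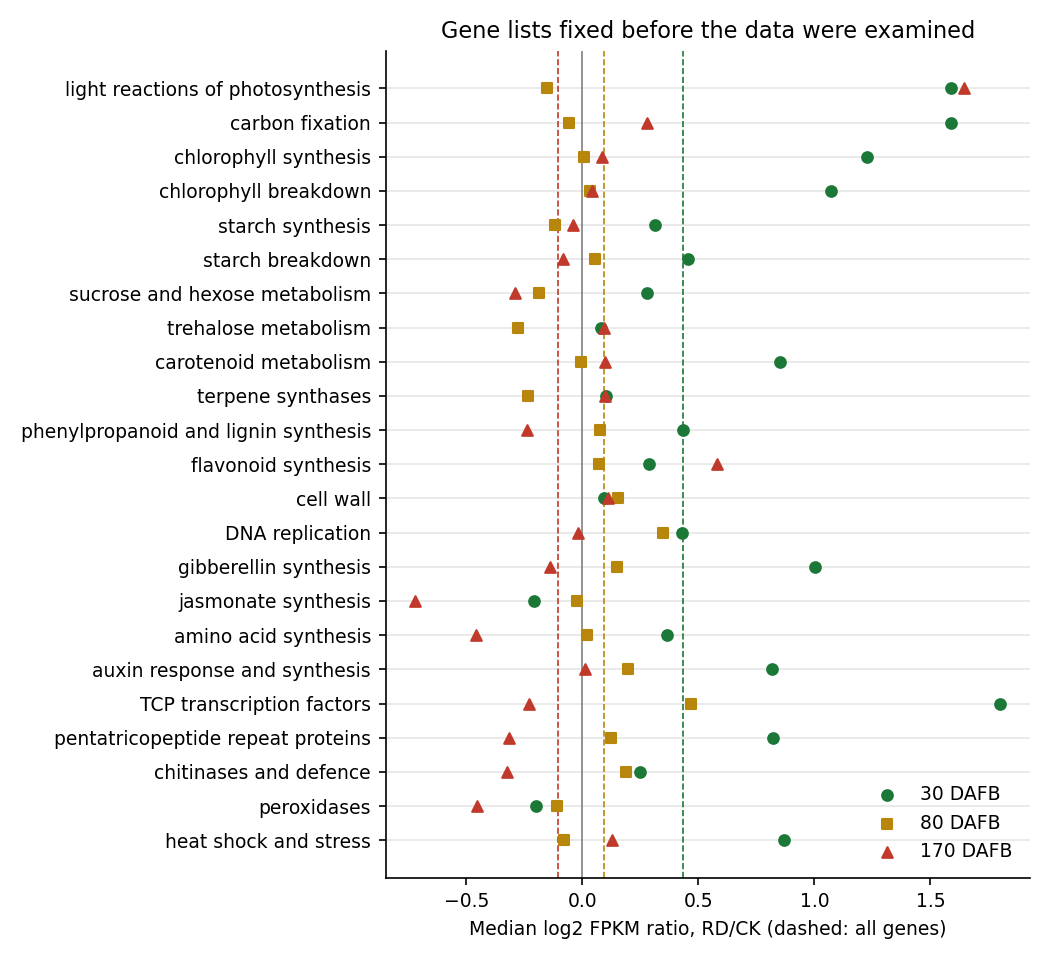
Median log2 FPKM ratio of RD to CK (horizontal axis) for gene lists by function (vertical axis), with 1 point for each of 30, 80, and 170 DAFB and a dashed line at the median of all genes at that stage. The light reactions stand at 1.59, -0.15, and 1.64, and DNA replication at 0.43, 0.35, and -0.02.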

**Figure 4:**
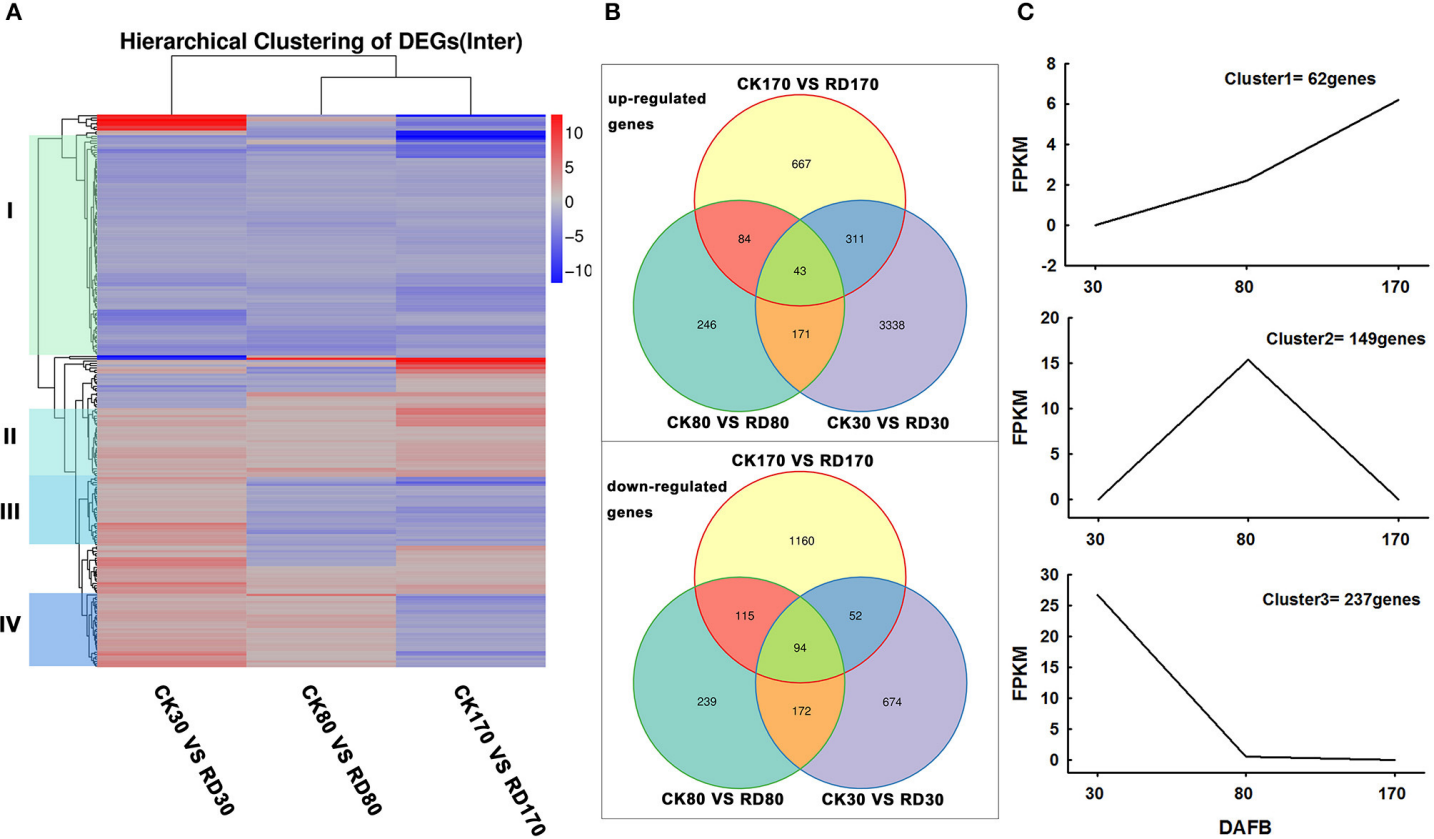
Expression patterns of differentially expressed genes (DEGs). Hierarchical clustering **(A)** and Venn diagrams **(B)** of DEGs at three development stages. Clustering analyses of developmentally altered genes **(C)**.

**Figure 5:**
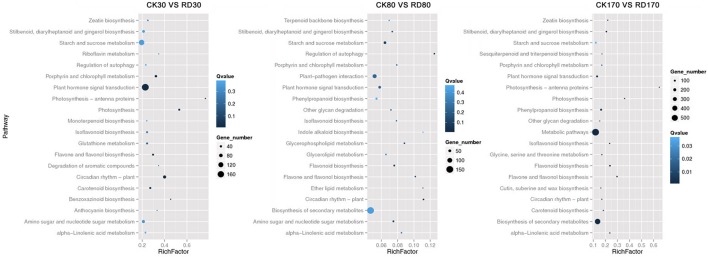
Overview of top 20 altered pathways in RD peel at three development stages.

### Starch, sugar, and acid accumulation in RD peel of satsuma mandarin fruit

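Beta-amylase 1 (orange1.1t03470), the most abundant starch breakdown gene, was lower in RD peel at 30 DAFB, with an FPKM of 862 in CK30 and 321 in RD30, and had 503 and 431 at 80 DAFB and 161 and 135 at 170 DAFB. Beta-amylase 9 (Cs9g04980), which is described as inactive, was higher at 30 DAFB with 26.8 and 102. In starch synthesis, starch synthase 3 (Cs2g03070) had 17.6 and 28.1 at 30 DAFB and the large subunit of ADP-glucose pyrophosphorylase (Cs3g25110) 34.3 and 36.2, both below a 2-fold difference. Sucrose synthase (Cs4g06850), which cleaves sucrose, had 924 and 540 at 30 DAFB, 345 and 387 at 80 DAFB, and 280 and 395 at 170 DAFB. Acid invertase (Cs5g09220), also a sucrose-cleaving enzyme, was lower in RD peel at 30 DAFB with 251 and 109 and higher at 170 DAFB with 106 and 359. At 80 DAFB, 0 of 15 starch synthesis genes were higher or lower, 1 of 20 starch breakdown genes was lower, and 1 of 28 genes of sucrose and hexose metabolism was lower. At 170 DAFB, 1 of 14 starch synthesis genes was higher, 1 of 20 starch breakdown genes was lower, and 2 genes of sucrose and hexose metabolism were higher and 3 lower of 28. The last list also holds phosphofructokinases of glycolysis, such as Cs4g13070 with a log2 ratio of 1.15 at 30 DAFB. Of the trehalose genes, 2 of 8 were lower at 80 DAFB. The sucrose and hexose list had a median log2 ratio of -0.19 at 80 DAFB, at percentile 0.02 among random lists of the same expression level.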

Transcriptome analyses showed that gene expression in starch and sucrose pathways alternated significantly at different stages, indicating the important roles of the pathways in RD peel formation. Therefore, starch and sucrose contents in the peel during fruit development were measured. The results showed that starch was up to 10 mg/gFW in RD peel at 30 DAFB, significantly higher than 5 mg/gFW in CK peel. Subsequently, starch content in both peels decreased quickly and remained at 6–9% until fruit maturity (Figure 6A). Starch difference between the two peels was evident in content as well as in morphology. Due to the abundant starch in citrus fruitlet, starch overflow after cutting could be observed easily. *In situ* observation under SEM, starch in CK peel had longer chains than starch in RD peel, and starch accumulation was much denser in RD peel than in CK peel (Figure 7).

**Figure 6:**
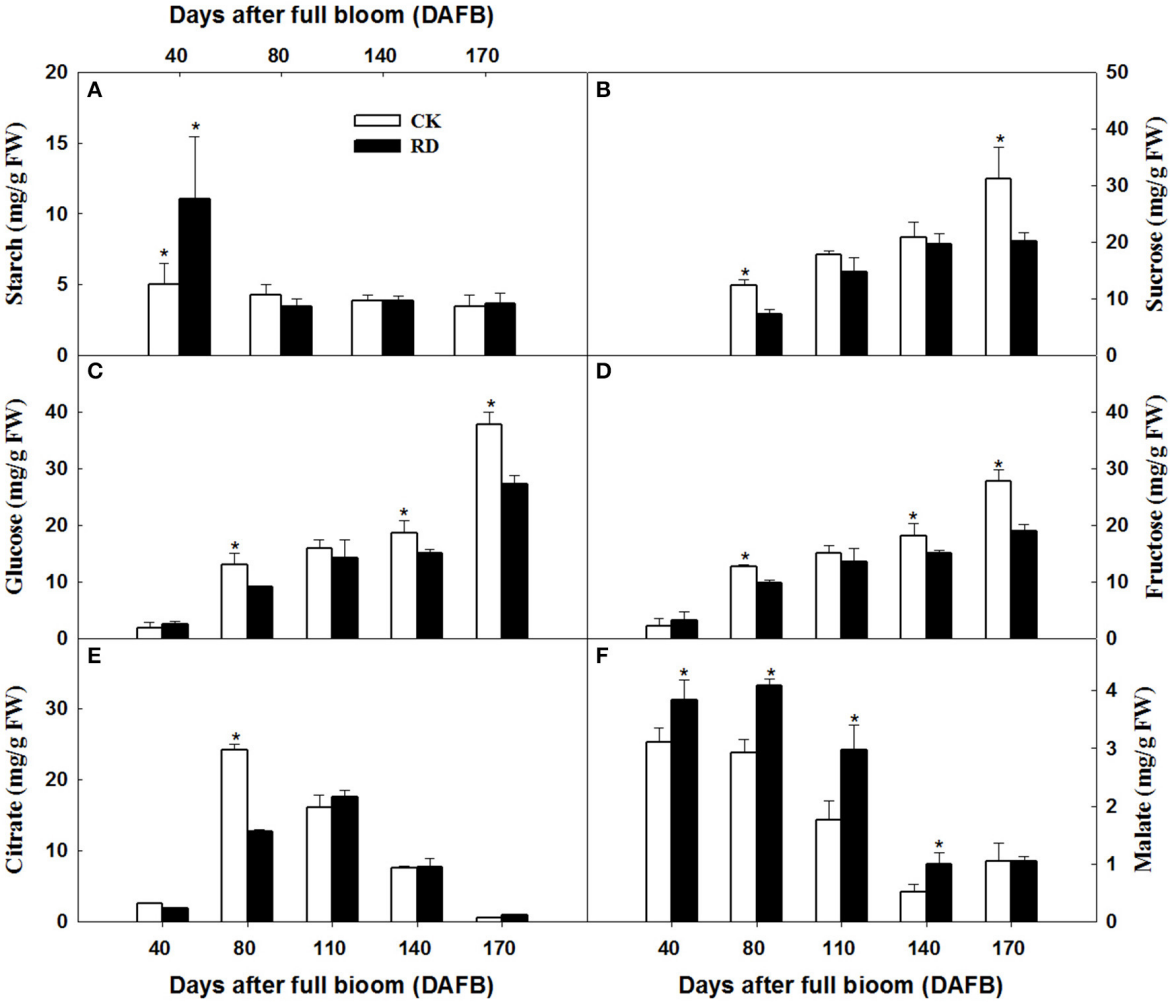
Starch **(A)**, sucrose **(B)**, glucose **(C)**, fructose **(D)**, citrate **(E)**, and malate **(F)** accumulation in CK and RD peel during fruit development. Asterisk means significant difference at *P* < 0.05.

**Figure 7:**
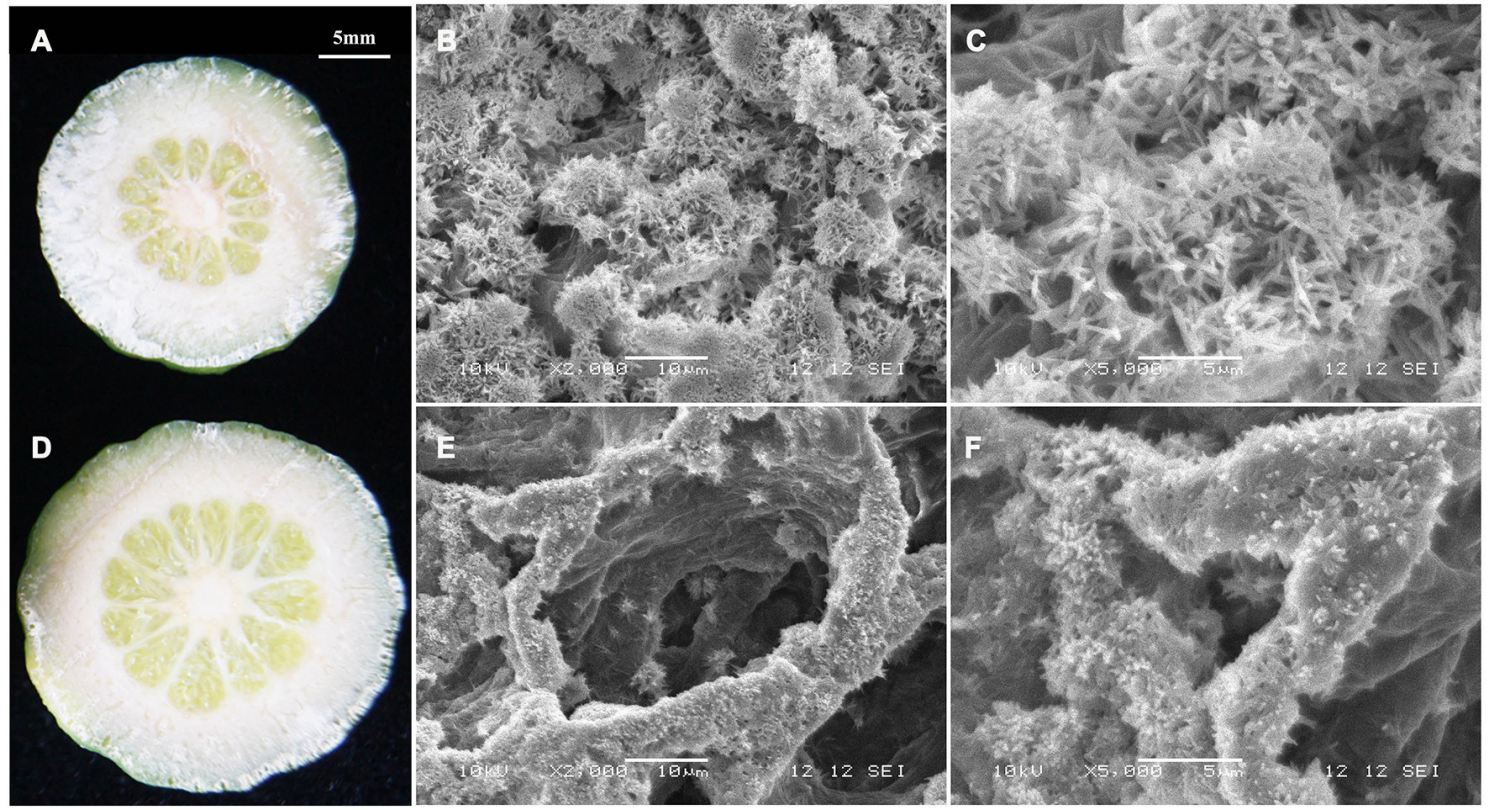
Morphology of starch in CK peel **(A–C)** and RD peel **(D–F)** at 30 DAFB.

During peel development, two or three sampling dates out of five indicated significantly higher sucrose, glucose and fructose levels in CK peel than in RD peel. Three sugars all had lower levels in RD peel at 170 DAFB (Figures 6B–D). Between the two peels, there was no difference in citrate at most sampling dates. Malate was higher in RD peel than in CK peel between 40 and 140 DAFB, but the difference disappeared at 170 DAFB (Figures 6E,F). Because peel is the media tissue for leaf photosynthate transporting to fruit pulp, there should be links in sugars and acids between peel and pulp. Analyses showed that pulp of RD fruit had lower sucrose, glucose, and fructose content at 170 DAFB but showed no difference in organic acids, similar to patterns in RD peel (Figure S1).

### Hormone signal transduction in RD peel of satsuma mandarin fruit

Of the pathways revealed by RNA-sequencing, plant hormone signal transduction was clearly and significantly affected in RD peel, especially at 30 DAFB. 

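Cytokinin and ethylene genes that differed 2-fold were mostly higher in RD peel at 30 DAFB, as were all genes together, whereas the jasmonate lists had more lower than higher members. Of 14 genes of cytokinin response, 6 were at least 2-fold higher and 1 was lower, and the response regulator ARR9 (orange1.1t01850) had an FPKM of 1.04 in CK30 and 29.3 in RD30. Of 48 ethylene genes, 21 were higher and 2 lower. Of 14 abscisic acid genes, 5 were higher and none was lower, and of 6 brassinosteroid genes 1 was higher and 1 was lower. Jasmonate synthesis went the other way, with 2 higher and 3 lower of 18 and a median log2 ratio of -0.21. Allene oxide cyclase 4 (Cs6g18900) of this pathway had 202 in CK30 and 84.8 in RD30. Of 4 genes of jasmonate response, 2 were lower at 30 DAFB, 3 at 80 DAFB, and 3 at 170 DAFB, and none was higher at any of these stages. Of 6 xyloglucan endotransglucosylase genes of the cell wall, 1 was higher and 4 were lower at 30 DAFB. At 80 DAFB cytokinin response had 0 higher and 0 lower of 15, and auxin genes 3 higher and 0 lower of 29. At 170 DAFB ethylene genes had 4 higher and 12 lower of 42. Relative to the median of all genes at 30 DAFB, cytokinin genes had 2 higher and 2 lower members, ethylene genes 15 and 4, abscisic acid genes 4 and 1, and jasmonate synthesis 0 and 5. Among random lists the cytokinin median lay at percentile 91.31 and the ethylene median at 95.40, both within the middle 95%, and that of jasmonate synthesis at 0.47. The auxin, gibberellin, and jasmonate synthesis lists were fixed beforehand, and those for cytokinin, ethylene, abscisic acid, brassinosteroid, and jasmonate response and for xyloglucan endotransglucosylases were drawn up after the values were seen.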

Based on the observations and previous reports, effects of auxin, cytokinin, and gibberellin, which are likely associated with peel RD, were further studied. Exogenous applications of auxin (IAA), gibberellin (GA_3_), cytokinin (CTK) or a mixture (IAA+GA_3_+CTK), were used to soak the normal fruit to identify their roles in RD. After twice soaking at 40 and 50 DAFB, fruits of all treatments enlarged significantly at 85 and 115 DAFB compared to CK, while mixture treatment drove the largest fruit enlargement at 85 DAFB. However, there was no fruit size difference between IAA, GA_3_, CTK, and mixture treatments except a slightly larger fruit in mixture treatment at 85 DAFB. Along with fruit enlargement, fruit peel thickness changed significantly depending on hormones (Table 4). Compared to CK, thickened peel was found at 85 DAFB, a month after treating, and peel thickness was 3.56, 3.27, and 3.78 mm in IAA, GA_3_, and mixture treatments, respectively. CTK and CK treatments were thinner, <2.9 mm. Subsequently at 115 DAFB, with RD appearing, the peel thickness in IAA, CTK, and mixture treating fruit showed a slight decrease, but in GA_3_ treated fruit the thickness increased, contributing to peel RD (Figure 8, Table 4). In the bigger fruit after hormone treatment, larger steles at 85 DAFB and hollow steles at 115 DAFB were observed (Figure 8).

**Table 4:** Changes of fruit size and peel thickness after hormone treatment.

	**DAFB**	**CK**	**IAA**	**CTK**	**GA3**	**IAA+CTK+GA3**
Fruit diameter (mm)	85	42.80 ± 1.47c	51.20 ± 3.25b	50.27 ± 3.12b	51.13 ± 3.86b	53.35 ± 2.73a
	115	60.20 ± 2.90b	67.50 ± 5.55a	67.43 ± 11.60a	68.45 ± 5.94a	68.30 ± 5.11a
Peel thickness (mm)	85	2.41 ± 0.42d	3.56 ± 0.36ab	2.89 ± 0.39c	3.27 ± 0.43b	3.78 ± 0.55a
	115	2.29 ± 0.48d	2.49 ± 0.68cd	2.87 ± 0.21bc	3.38 ± 0.43a	3.07 ± 0.75ab

*Values are mean ± SD of thirty individual replicates. Different letters mean significant difference at P < 0.05*.

**Figure 8:**
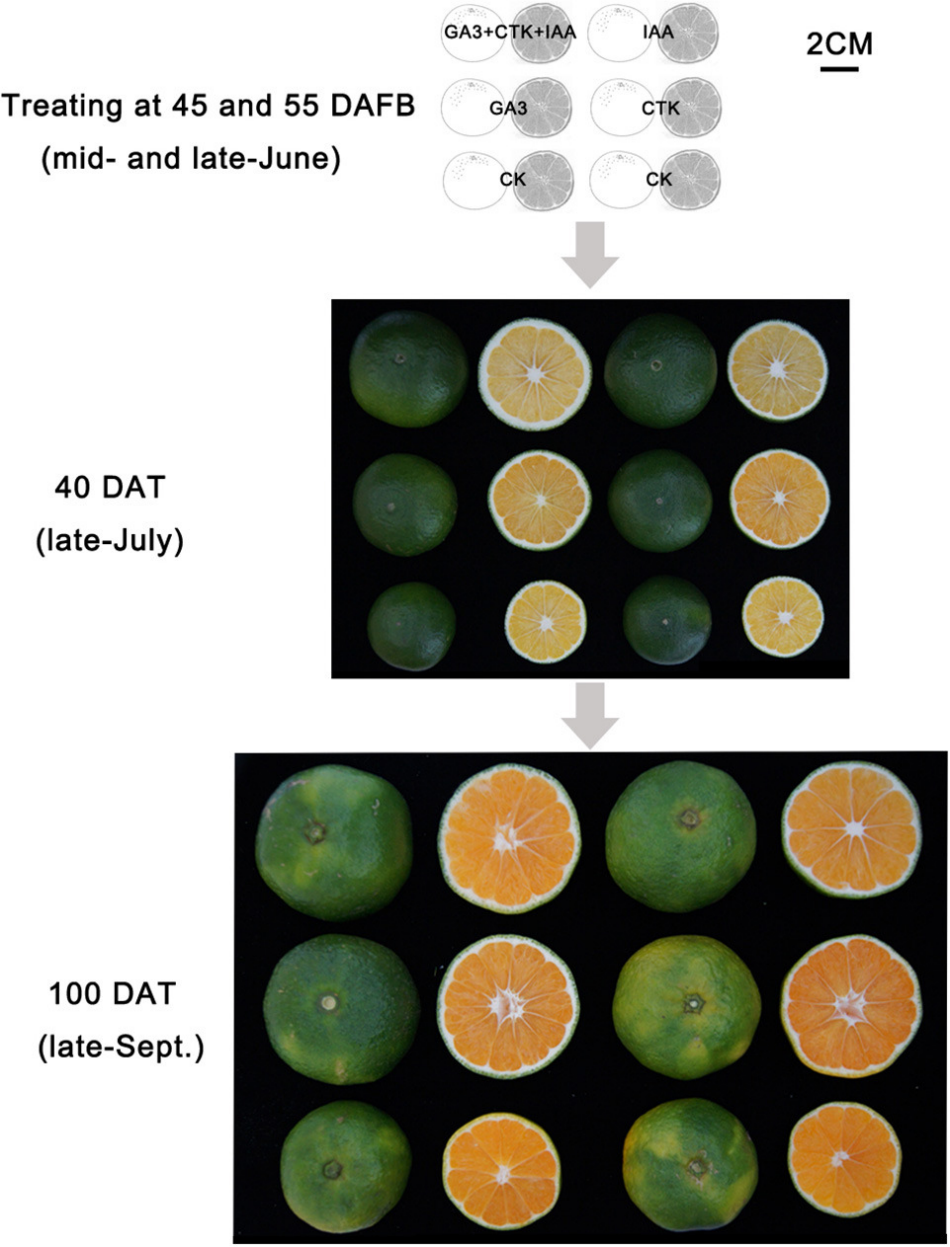
Fruit development after hormone treatment.

Accumulation of sugars and organic acids in fruit were altered after hormone treatment. From June to September, sugars in peel accumulated constantly and significantly whether treated by hormones or not, with an exception of GA_3_ on sucrose (Figures 9A–C). Peel sucrose and glucose contents showed no difference between hormone treatments at 40 days after treatment (DAT) while these in IAA, GA_3_, and mixture treatments were lower than that in CK and CTK treatment at 100 DAT (Figures 9A,B). Peel fructose was lower stably in GA_3_ treatment since 40DAT (Figure 9C). Citrate increased significantly from 0 to 40 DAT and then decreased sharply in all peels, while malate decreased slightly from 0 to 40 DAT and increased after that. Peel citrate decreased after all hormone treatments except CTK at 40 DAT. In peel at 100 DAT, CTK, and mixture induced the lowest citrate (Figure 9D). Malate in peel declined after hormone treatments and that occurred 100 DAT mainly (Figure 9E). In pulp, total soluble solids (TSS) also decreased after IAA, GA_3_, and mixture treatments at 100 DAT (Figure S2A). Sucrose showed slight decrease in IAA and mixture treatments at 100 DAT (Figure S2B). Consistent with the TSS pattern, fructose and glucose were also lower in IAA, GA_3_, and mixture treatments than in CK and CTK treatments (Figures S2C,D). Pulp in CTK treated fruit exhibited lower citrate levels than CK and other hormone treated fruit from 40 to 100 DAT. Malate in the pulp of IAA, GA_3_, and CTK treated fruit was higher than in CK and mixture treated fruit at 100 DAT (Figures S2E,F).

**Figure 9:**
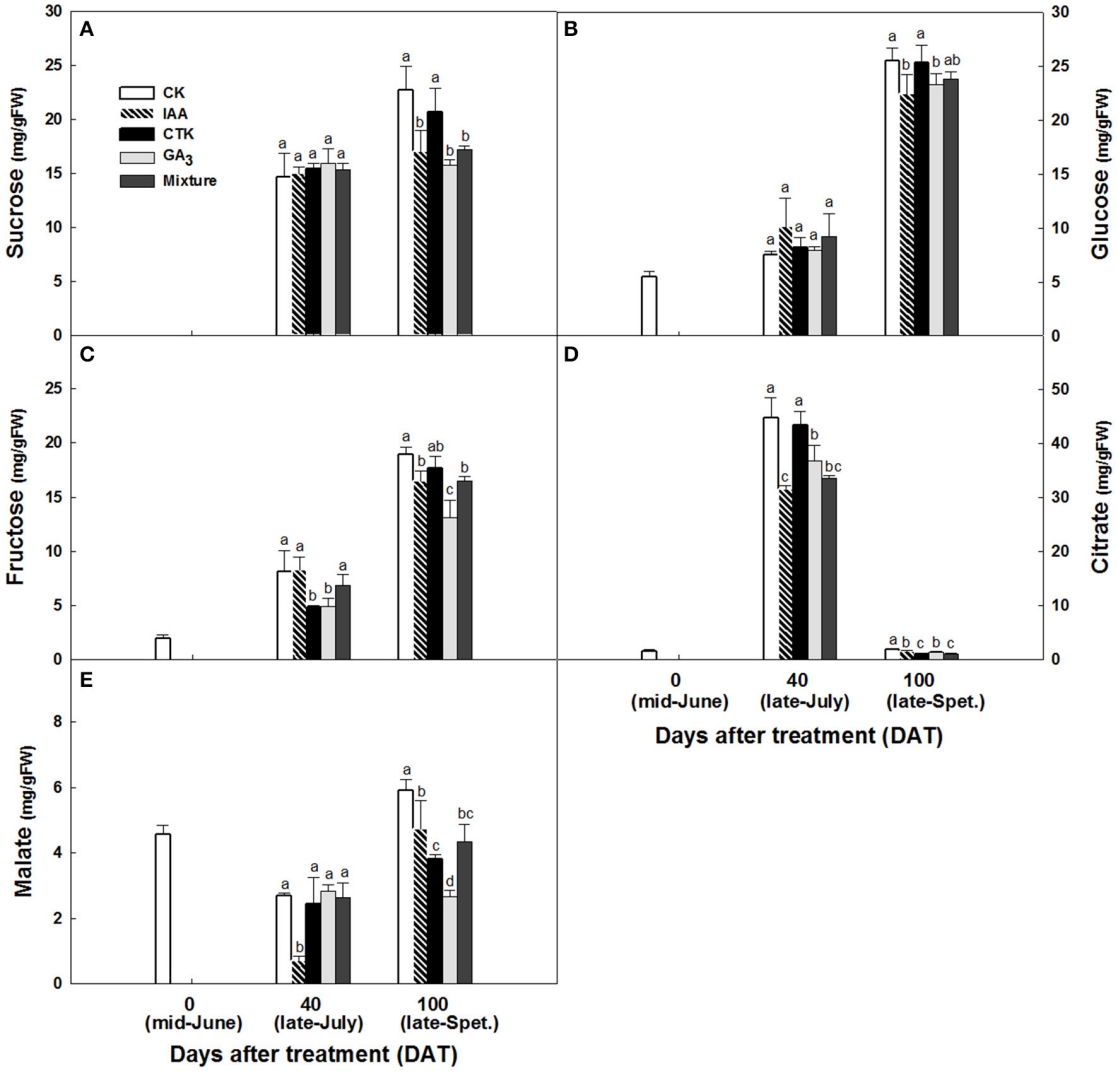
Sucrose **(A)**, glucose **(B)**, fructose **(C)**, citrate **(D)** and malate **(E)** accumulation in peel after hormone treatment. Different letters mean significant difference at *P* < 0.05.

### Genes initially responsible for peel RD

The genes potentially associated with initial RD were assessed in this study. Because gibberellin works on both tissue growth and starch metabolism, genes involved in gibberellin signal transduction at 30 DAFB were most probably associated with peel RD. Of 4,857 DEGs at 30 DAFB, 243 DEGs were assigned to the plant hormone signal transduction pathway. Among these, 49 genes belonged to gibberellin signal transduction, and contained 19 GA insensitive dwarf (GID) genes, 14 DELLA genes and 16 transcription factors. In the gibberellin signal transduction pathway, *GID* and transcription factors positively regulate tissue growth, but DELLA negatively regulates it. As such, 15 out of 49 genes were further screened. The expression levels of 13 genes were higher in RD30 than in CK30, but two DELLA genes, *DELA7* and *DELA8*, had downregulated expression in RD30 (Table 5). To confirm this gene expression pattern in the gibberellin signal transduction pathway, 21 DEGs containing 15 potentially crucial genes and 6 *bHLH* transcription factors were selected for expression profile analyses using quantitative RT-PCR. 

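The genes that the paper names GID1, after the gibberellin receptor, were higher in RD peel at 30 DAFB. Of the genes it names DELLA, after proteins that repress gibberellin response, 2 were lower and others were higher. GID1e1 (Cs5g34000) had an FPKM of 0.27 in CK30 and 4.73 in RD30, GID1b1 (Cs8g05610) 1.36 and 15.0, GID1b2 (Cs7g05330) 0.74 and 5.59, GID1 (Cs8g05590) 0.90 and 6.47, GID1e2 (Cs5g34010) 4.17 and 21.7, and GID1c (Cs5g19100) 5.23 and 18.5. GID2 (Cs3g23040), the F-box protein of the pathway, had 29.9 and 61.0. DELLA7 (Cs2g01990) had 502 in CK30 and 151 in RD30, and DELLA8 (Cs4g12130) 404 and 88.1, which made them the most abundant of the 15 genes in CK30. DELLA8 remained lower with 192 and 59.8 at 80 DAFB and 77.5 and 35.2 at 170 DAFB, while DELLA7 had log2 ratios of -0.96 and 0.31 at these stages. The 5 further DELLA genes of Table S1 had a higher FPKM in RD30, although DELLA1 stayed under an FPKM of 1 and DELLA6 (Cs1g21500) had a log2 ratio of 0.93 relative to the median of all genes. Also higher were the GAI-like Cs6g17530 (5.92 and 51.3) and the GAIP-B-like Cs2g16940 (13.8 and 32.8, log2 ratio 0.82 relative to the median of all genes), which were chosen after their values were seen.
None of the 7 GID genes differed 2-fold at 80 DAFB, where their log2 ratios lay between 0.47 and 0.91.
Of the 15 genes, 13 were at least 2-fold higher and 2 lower at 30 DAFB, with a median log2 ratio of 2.06. Because the study chose these genes on the same libraries, this count is not independent evidence of their direction. Relative to the median of all genes, 11 were at least 2-fold higher, and GID2 and the bHLH gene Cs7g02010 had log2 ratios of 0.59 and 0.65. None of the best protein matches of the GID1 genes names a gibberellin receptor. Most name carboxylesterases, the family to which the receptor belongs, which does not by itself make them receptors. GID1e1 matches a 2-hydroxyisoflavanone dehydratase, and the match of GID1 has no name. The match of DELLA7 names scarecrow-like protein 13, a relative of the DELLA proteins, and that of DELLA8 has no name. Neither lowered gene is thus named a DELLA protein by its match. Cs6g17530 and Cs2g16940, whose matches do name DELLA proteins, were higher. The paper states that GID and transcription factors promote tissue growth and DELLA represses it, and screened these genes for that reason. From the starch content and starch chain of RD peel and from starch hydrolysis by gibberellin in other crops, it proposes that increased gibberellin signal transduction promotes fruitlet development and starch hydrolysis.

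**Figure D3:**
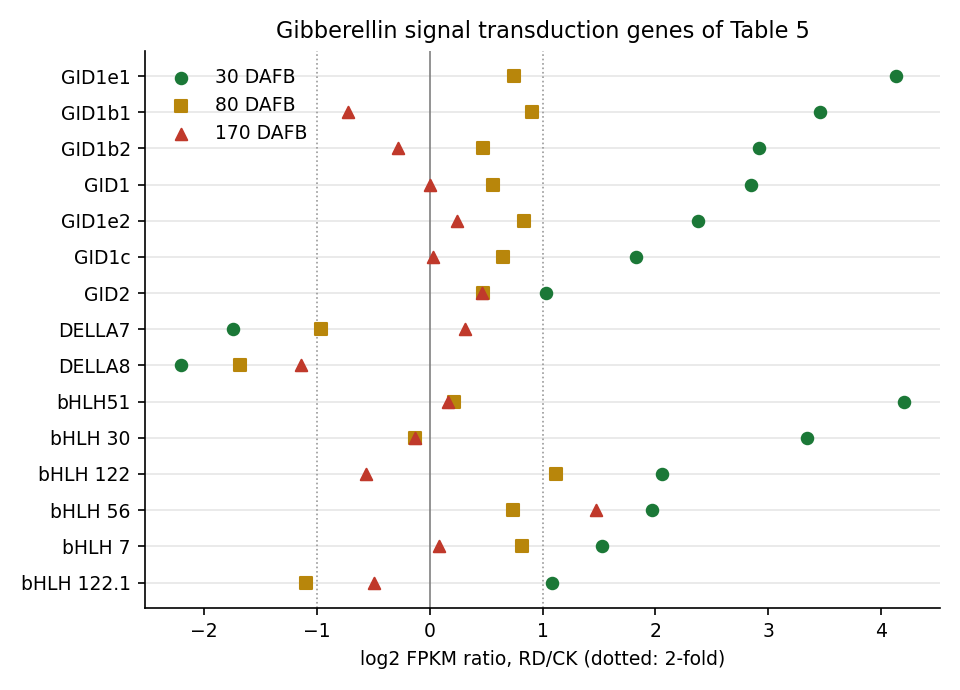
Log2 FPKM ratio of RD to CK (horizontal axis) for the 15 genes (vertical axis), with 1 point for each of 30, 80, and 170 DAFB and dotted lines at 2-fold. At 30 DAFB 13 genes lie to the right of 2-fold and DELLA7 and DELLA8 to the left, while at 170 DAFB the ratios lie between -1.14 and 1.47. GID1e1 has no point at 170 DAFB because it is listed at 0 in CK170.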

The results showed similar expression patterns to RNA-sequencing results, despite some quantitative differences (Figure S3).

**Table 5:** List of important DEGs initially responding to peel roughing disorder.

**Gene name**	**Transcript ID**	**Log**_**2**_ **(FPKMratio)**			**RD FPKM**		
		**RD30/CK30**	**RD80/CK80**	**RD170/CK170**	**30 DAFB**	**80 DAFB**	**170 DAFB**
*GID1e1*	Cs5g34000	4.13	–	–	4.73	1.83	0.19
*GID1b1*	Cs8g05610	3.46	–	–	15	10.15	2.6
*GID1b2*	Cs7g05330	2.92	–	–	5.59	4.61	3.66
*GID1*	Cs8g05590	2.85	–	–	6.47	3.2	0.65
*GID1e2*	Cs5g34010	2.38	–	–	21.71	16.26	3.34
*GID1c*	Cs5g19100	1.83	–	–	18.54	11.1	7.62
*GID2*	Cs3g23040	1.03	–	–	60.99	60.06	40.68
*DELLA7*	Cs2g01990	−1.74	–	–	150.59	116.09	148.67
*DELLA8*	Cs4g12130	−2.20	−1.68	−1.14	88.12	59.84	35.24
*bHLH51*	Cs7g30860	4.20	–	–	6.63	3.37	1.76
*bHLH 30*	Cs3g17300	3.34	–	–	5.78	4.21	7.9
*bHLH 122*	orange1.1t03173	2.06	1.12	–	11.44	10.61	4.9
*bHLH 56*	Cs3g23320	1.97	–	–	3.37	1.8	0.61
*bHLH 7*	Cs9g13980	1.53	–	–	22.69	17.04	18.46
*bHLH 122.1*	Cs7g02010	1.08	−1.10	–	33.59	15.24	11.38

## Discussion

RD is a physiological fruit disorder in Satsuma mandarins, occurring in most production areas. Although Satsuma mandarin RD has been described in previous studies, it has not been comprehensively examined and interpreted. In the present study, the exterior and interior characteristics of RD fruit were observed, with particular emphasis on peel RD. Unlike puffing disorder, which is characterized by a split between peel and pulp and the production of aerial spaces through dissolution of albedo (Kuraoka, 1962; Martinelli et al., 2015), RD is mainly characterized by a rough fruit surface, enlarged fruit size and thicker peel. Apart from the rough appearance, it also exhibits other quality barriers such as delayed degreening, enlarged segments, thickened flavedo and albedo, and lignified segment membranes and juice sacs (Figures 1A,B). RD fruit follows an altered development pattern involved in both fruit size and peel. It appears that the imbalance of source/sink ratio originating from some physiological factors causes the constant and vigorous growth pattern of RD fruit (Figures 1C,D).

At fruit maturity stage, more than 850 metabolites were found in CK and RD peels. Most differences (and the largest differences) were in the intermediates of primary metabolism involved in sugar, organic acid, and amino acid metabolism (Table 1). In particular, both targeted and untargeted measurements revealed significantly higher amino acid contents in RD peel, suggesting upregulated amino acid metabolism (Table 2). Meanwhile, the higher Glu content might contribute to the chlorophyll precursor, which is associated with delayed degreening of RD peel. Magnesium and nitrogen play important roles in citrus chlorophyll accumulation (Yin et al., 1998; Huang et al., 2014). Mineral nutrient analyses showed that RD peel contained more magnesium and nitrogen than CK peel throughout fruit development, which could be responsible for the delayed degreening (Figure 3, Table 3). The month after full bloom is a key period for RD development. Following the three developmental stages for Satsuma mandarins (Kubo and Hiratsuka, 1998), cell division occurred before 60 DAFB in this work when the cell amount and thickness of the peel changed. Upward fruit of “Okitsu wase” mandarin exhibited significant RD at the end of cell division stage (Kubo and Hiratsuka, 1998). In “Guoqing No. 1” mandarins, where defruiting induces RD, histological analyses showed that loose cell arrangement in albedo occurred after 21 DAFB and rough cell arrangement in flavedo appeared after 28 DAFB (Liu, 2012). In this study, SEM analyses showed that increased cell layers, enlarged cell volume and looser cell arrangements in RD peel were present at 30 DAFB, and these differences remained during subsequent development stages (Figure 2). All the above results indicate that vigorous cell division supplied a basis for disorder development at subsequent stages and was an early symptom of peel RD, which generally happened within a month after full bloom.

Citrus fruit set needs sufficient carbohydrate support (Mehouachi et al., 2000). In Satsuma mandarin, source–sink imbalance assays through defoliation and sucrose stem injection demonstrated that fruit set and fruitlet growth are highly dependent on carbohydrate availability (Iglesias et al., 2003, 2006). The major carbohydrates in citrus fruit are starch at early development stage and sugars and acids at middle and late development stages. Branch girdling on “Okitsu wase” mandarins performed at anthesis temporarily delayed the initial process of natural fruitlet drop, while higher carbohydrates (hexose and starch) and GAs contributed to the delay of fruitlet abscission (Mahouachi et al., 2009). In this work, defruiting at fruit set caused significantly more starch accumulation in RD peel, a similar effect to branch girdling at anthesis. These results indicated that the strategies enhancing carbohydrate accumulation in fruitlets were beneficial to fruit set and fruitlet growth. Furthermore, the starch chain was affected in RD peel in addition to an increase in starch content (Figures 6A, 7). This is probably associated with gibberellin signal activity in RD peel, which is an important accelerator for starch hydrolysis. Gibberellin-mediated starch hydrolysis had been identified in avocados (Leshem et al., 1973), maize (Cao and Shannon, 1997), *Medicago sativa* L. and other crops (Kepczynska and Zielinska, 2006). Thus, increased gibberellin signal transduction likely promotes fruitlet development and drives starch hydrolysis in RD peel.

As the other major carbohydrates in Satsuma mandarins, sugars and acids determine fruit flavor. In Satsuma mandarin pulp, sugars increase from early September until fruit maturity, and acids increase until mid-August and then decrease until fruit maturity (Zhao, 2008). In the juice of Satsuma mandarin fruit with RD, total sugar and its components were all lower in RD fruit than CK fruit from mid-August to early December. Total acid and citrate levels were higher in RD fruit than CK fruit from early August to mid-September but malate displayed the reverse pattern. However, all the acid differences between CK and RD fruit disappeared after late September (Kubo and Hiratsuka, 1998). Low fruit load, possibly inducing RD, led to lower sucrose in Satsuma mandarin pulp (Kubo et al., 2001). Results in this study indicated that there is less sugar in RD peel and pulp, especially at fruit maturity stage (Figure 6 and Figure S1); IAA, CTK, GA_3_ and mixture treatments could lead to lower sugars and acids in both peel and pulp, with GA_3_ working efficiently and stably (Figure 9 and Figure S2). Together, these results suggest that RD negatively affects sugar and acid accumulation in Satsuma mandarin fruit through GA_3_ playing an important role.

It is generally accepted that GA operates in fruit set in citrus (Talon, 1992; Ben-Cheikh et al., 1997; Mahouachi et al., 2009). GA is an activator of cell division and cell enlargement processes, and its presence is generally associated with the initiation of both phases. In Tankan (*Citrus tankan Hayata*), exogenous GA_3_ induced RD due to increased flavedo thickness and a prolonged cell division stage (Liu et al., 1988). A similar effect of exogenous GA_3_ was also found in “Okitsu wase” mandarin, but IAA, BA and ABA had no effect on RD (Kubo and Hiratsuka, 2000). In addition, application at early development stage also means that GA results in RD. GA_3_ application in late June led to peel RD but did not do so in mid-July. GA content was higher in RD peel in late June but the difference disappeared in mid-July (Kubo and Hiratsuka, 2000). Similarly, the effect of GA on biological function depending on application time was also found in citrus flowering induction (Guardiola et al., 1982; Lord and Eckard, 1987; Goldberg-Moeller et al., 2013). Together with our tests of GA_3_, IAA, and CTK on RD, these findings indicate that GA plays a crucial role in peel RD, and the early development stage is a key period for GA-induced RD in Satsuma mandarin. In the gibberellin signal transduction pathway, expression of *CsGIDs, CsDELAs*, and *bHLH* families were affected at 30 DAFB in response to peel RD. Of these genes, transcription factors were involved in both peel growth and starch hydrolysis in peel, indicating their crucial roles in initiating RD (Figure 10). In fruit, the *bHLH* family is associated with peel pigment metabolism. The *bHLH* family regulates anthocyanin metabolism in apples (An et al., 2012; Xie et al., 2012; Meng et al., 2016), Chinese bayberry (Liu et al., 2013), and blood oranges (Sun et al., 2014). The *bHLH* family is also involved in fruit development in model plants (Groszmann et al., 2008, 2011). In Satsuma mandarins, *CubHLH1* modulates carotenoid metabolism in the peel, which can be accelerated or slowed by ethylene or gibberellin, respectively (Fujii et al., 2007, 2008; Endo et al., 2016). In this study, expression of all six *bHLHs* involved in gibberellin transduction (*bHLH51, bHLH 30, bHLH 122, bHLH 56, bHLH 7*, and *bHLH 122.1*) were upregulated, indicating their roles in peel RD development.

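The 6 bHLH genes that the paper assigns to gibberellin transduction had a higher FPKM in RD peel at 30 DAFB. Because the study chose them on the same libraries, this is not independent evidence of their direction. Of the 6, 2 differed 2-fold at a later stage, in opposite directions. bHLH51 (Cs7g30860) had an FPKM of 0.36 in CK30 and 6.63 in RD30, bHLH 30 (Cs3g17300) 0.57 and 5.78, bHLH 122 (orange1.1t03173) 2.75 and 11.4, bHLH 56 (Cs3g23320) 0.86 and 3.37, bHLH 7 (Cs9g13980) 7.85 and 22.7, and the bHLH gene Cs7g02010 15.9 and 33.6. At 80 DAFB bHLH 122 was still higher in RD peel, with 4.87 and 10.6, and Cs7g02010 was lower, with 32.6 and 15.2. At 170 DAFB the log2 ratio was 1.47 for bHLH 56, at an FPKM of 0.22 in CK170 and 0.61 in RD170, which is under the minimum of 1, and 0.16 for bHLH51, -0.13 for bHLH 30, 0.08 for bHLH 7, -0.56 for bHLH 122, and -0.49 for Cs7g02010. The best protein match of bHLH 56 names SPATULA, a regulator of fruit development, and that of Cs7g02010 names bHLH130.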

**Figure 10:**
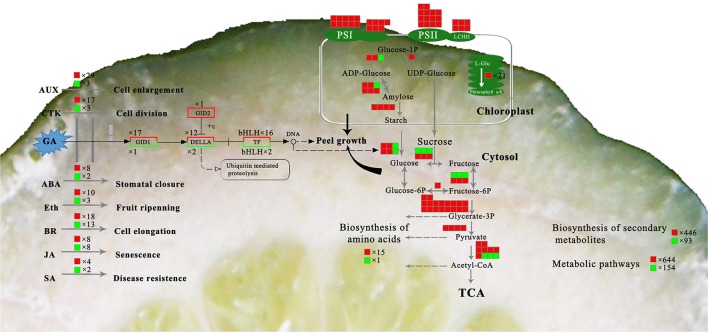
Overview of the major metabolic pathways involved in peel RD. The box background in red indicates up-regulated genes while green indicates down-regulated genes.

## Conclusion

Satsuma mandarin fruit RD could be initiated at the month after full bloom. Metabolome analysis of RD peel showed that content of Mg and many carbohydrates were significantly affected. RNA-sequencing suggested there were many more DEGs responding to RD at early fruit development stage than at subsequent stages. This study revealed starch metabolism and GA signal transduction pathways were changed significantly. Several aspects might account for peel RD, including: (a) The RD peel had more vigorous carbohydrate metabolism at early fruit development stage relative to CK peel; (b) GA played a crucial role in RD peel initiation through cell division, peel growth and carbohydrate metabolism; (c) The higher Mg content might contribute to the chlorophyll biosynthesis, carbohydrate accumulation and delayed degreening in RD peel.

## Data access

RNA-sequencing data are submitted to Gene Expression Omnibus (GEO) repository under accession No. GSE100512 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100512).

## Author contributions

X-PL, S-YC, and S-XX conceived and designed research. X-PL, JX, and F-FL conducted experiments. Z-MZ and X-CM contributed new reagents and analytical tools. X-PL and F-FL analyzed data. X-PL wrote the manuscript and S-XX revised the manuscript. All authors read and approved the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 Sucrose **(A)**, fructose **(B)**, glucose **(C)**, citrate **(D)**, and malate **(E)** accumulation in CK and RD pulp during fruit development. Asterisk means significant difference at *P* < 0.05.

Figure S2 TSS **(A)**, sucrose **(B)**, fructose **(C)**, glucose **(D)**, citrate **(E)**, and malate **(F)** accumulation in pulp after hormone treatments. Different letters mean significant difference at *P* < 0.05.

Figure S3 Relative expression of genes involved in GA signal transduction. Values are mean ± *SD* of three biological replicates calibrated against the amount of β-actin control expression. Numbers at the top of the columns represent the FPKM values calculated from sequencing data.

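Beside the genes of Table 5, the primer list of Table S1 holds 5 more DELLA genes, and all 5 had a higher FPKM in RD peel at 30 DAFB. DELLA1 (orange1.1t03259) had an FPKM of 0.04 in CK30 and 0.81 in RD30, which is under the minimum of 1, DELLA2 (Cs2g22130) 0.20 and 2.98, DELLA4 (Cs1g24030) 8.10 and 28.0, DELLA5 (Cs7g32390) 3.96 and 12.0, and DELLA6 (Cs1g21500) 0.93 and 2.39. DELLA2 was listed at 0 in CK170 and RD170. The best protein match of DELLA1 names the DELLA protein RGL1, that of DELLA5 scarecrow-like protein 14, and that of DELLA6 SHORT-ROOT, a related regulator of root patterning. The reference gene ACTIN (Cs7g28810) had 247 in CK30 and 215 in RD30, 192 and 189 at 80 DAFB, and 303 and 321 at 170 DAFB. Its log2 ratio at 30 DAFB was -0.20 as given and -0.63 relative to the median of all genes.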

# Supplementary material for: Transcriptome and Metabolome Analyses Provide Insights into the Occurrence of Peel Roughing Disorder on Satsuma Mandarin (Citrus unshiu Marc.) Fruit
**Source:** Front Plant Sci. 2017 Nov 7;8:1907. doi: 10.3389/fpls.2017.01907
**Supplement:** Supplementary file 5

**Table S2 Summary statistics of the transcriptome reads.**

|  | **CK30** | **RD30** | **CK80** | **RD80** | **CK170** | **RD170** |
| --- | --- | --- | --- | --- | --- | --- |
| Total Reads | 66,890,116 | 66,555,840 | 66,678,438 | 66,798,008 | 65,844,114 | 65,505,894 |
| Total Base Pairs | 6.69Gb | 6.66Gb | 6.67Gb | 6.68Gb | 6.58Gb | 6.55Gb |
| Expressed genes | 20339 | 20997 | 20659 | 20711 | 20554 | 20501 |
| Total Mapped Reads | 51,771,903(77.40%) | 51,063,475(76.72%) | 50,279,803(75.41%) | 50,490,181(75.59%) | 4,982,3585(75.67%) | 49,379,174(75.38%) |
| Unique Match | 48,557,715(72.59%) | 48,078,967(72.24%) | 47,102,294(70.64%) | 47,075,322(70.47%) | 4,7174,719(71.65%) | 46,636,254(71.19%) |
| Multi-position Match | 3,214,188(4.81%) | 2,984,508(4.48%) | 3,177,509(4.77%) | 3,414,859(5.11%) | 2,648,866(4.02%) | 2,742,920(4.19%) |

# Supplementary material for: Transcriptome and Metabolome Analyses Provide Insights into the Occurrence of Peel Roughing Disorder on Satsuma Mandarin (Citrus unshiu Marc.) Fruit
**Source:** Front Plant Sci. 2017 Nov 7;8:1907. doi: 10.3389/fpls.2017.01907
**Supplement:** Supplementary file 6

**Table S3**  **Differentially expressed genes across libraries.** All the genes mapped to the reference sequence were examined for their expression differences across the four libraries. Numbers of differentially expressed genes represent across sense transcripts, using the threshold with a FDR (False Discovery Rate) ≤0.001 and the absolute value of |log_2_ Ratio|≥1 for controlling false discovery rates.

|  | Total | Up-regulated | Down-regulated |
| --- | --- | --- | --- |
| CK30-VS-RD30 | 4,855 | 3,863(79.6%) | 992(20.4%) |
| CK80-VS-RD80 | 1,164 | 544(64.7%) | 620(35.3%) |
| CK170-VS-RD170 | 2,526 | 1,105(43.7%) | 1,421(56.3%) |

# Supplementary material for: Transcriptome and Metabolome Analyses Provide Insights into the Occurrence of Peel Roughing Disorder on Satsuma Mandarin (Citrus unshiu Marc.) Fruit
**Source:** Front Plant Sci. 2017 Nov 7;8:1907. doi: 10.3389/fpls.2017.01907
**Supplement:** Supplementary file 7

**Table S4 The number of differently expressed transcription factor during development of peel roughing disorder**

| **TF family** | **30DAFB** | | | **80DAFB** | | | **170DAFB** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Total** | **Up** | **Down** | **Total** | **Up** | **Down** | **Total** | **Up** | **Down** |
| ABI3VP1 | 3 | 3 | 0 | 0 | 0 | 0 | 1 | 0 | 1 |
| AP2-EREBP | 14 | 10 | 4 | 8 | 3 | 5 | 8 | 3 | 5 |
| ARF | 5 | 5 | 0 | 0 | 0 | 0 | 5 | 2 | 3 |
| ARR-B | 6 | 6 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| BBR/BPC | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| BES1 | 1 | 0 | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| bHLH | 32 | 25 | 7 | 10 | 6 | 4 | 21 | 11 | 10 |
| bZIP | 2 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| C2C2-CO-like | 1 | 1 | 0 | 1 | 1 | 0 | 1 | 1 | 0 |
| C2C2-Dof | 6 | 5 | 1 | 2 | 0 | 2 | 1 | 1 | 0 |
| C2C2-GATA | 3 | 3 | 0 | 0 | 0 | 0 | 3 | 2 | 1 |
| C2C2-YABBY | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| C2H2 | 6 | 6 | 0 | 1 | 1 | 0 | 3 | 1 | 2 |
| C3H | 15 | 13 | 2 | 0 | 0 | 0 | 3 | 0 | 3 |
| CPP | 2 | 2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| DBP | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| E2F-DP | 3 | 0 | 3 | 0 | 0 | 0 | 0 | 0 | 0 |
| FAR1 | 3 | 3 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| FHA | 6 | 6 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| G2-like | 12 | 12 | 0 | 3 | 3 | 0 | 1 | 0 | 1 |
| GRAS | 10 | 8 | 2 | 2 | 2 | 0 | 6 | 1 | 5 |
| GRF | 8 | 8 | 0 | 1 | 1 | 0 | 3 | 3 | 0 |
| HB | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| HRT | 1 | 1 | 0 | 0 | 0 | 0 | 1 | 0 | 1 |
| HSF | 10 | 5 | 5 | 2 | 2 | 0 | 0 | 0 | 0 |
| LIM | 1 | 0 | 1 | 0 | 0 | 0 | 1 | 1 | 0 |
| LOB | 7 | 6 | 1 | 2 | 0 | 2 | 7 | 3 | 4 |
| MADS | 2 | 2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| mTERF | 9 | 9 | 0 | 0 | 0 | 0 | 3 | 1 | 2 |
| MYB | 40 | 35 | 5 | 15 | 10 | 5 | 16 | 3 | 13 |
| MYB-related | 25 | 20 | 5 | 11 | 7 | 4 | 14 | 3 | 11 |
| NAC | 12 | 6 | 6 | 7 | 3 | 4 | 13 | 4 | 9 |
| OFP | 3 | 3 | 0 | 1 | 1 | 0 | 2 | 0 | 2 |
| PLATZ | 2 | 2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| RWP-RK | 1 | 1 | 0 | 0 | 0 | 0 | 1 | 0 | 1 |
| Sigma70-like | 6 | 6 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| TCP | 4 | 4 | 0 | 1 | 1 | 0 | 0 | 0 | 0 |
| Tify | 5 | 0 | 5 | 7 | 0 | 7 | 6 | 3 | 3 |
| Trihelix | 6 | 6 | 0 | 2 | 1 | 1 | 1 | 0 | 1 |
| TUB | 2 | 2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| WRKY | 15 | 9 | 6 | 7 | 0 | 7 | 16 | 0 | 16 |
| zf-HD | 3 | 3 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| EIL | 0 | 0 | 0 | 0 | 0 | 0 | 2 | 0 | 2 |
| Total | 296 | 241 | 55 | 83 | 42 | 41 | 140 | 43 | 97 |

How the deposited data were processed for this re-analysis (not part of the article)

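Peel of control fruit (CK) and of fruit with roughing disorder (RD) was compared at 30, 80, and 170 DAFB, with 1 library for each of the 6 conditions. The RD fruit came from trees with most fruits removed, and the CK fruit from other trees without fruit removal. Each library was a pool of 3 peel samples. The authors mapped the cleaned reads to the sweet orange genome with Bowtie and BWA and computed FPKM per gene with RSEM. The versions of these programs and the build of the genome are not stated. The values used here are these FPKM, given to 2 decimals for 23099 genes. The lowest value above 0 is 0.01. The sums of FPKM per library differ, from 587201 in CK170 to 628627 in RD170.

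Each gene carries the description of its best protein match. Of the descriptions, 12509 hold no protein name, and 423 genes have none. Function was assigned by these descriptions only, so a gene whose match has no name is in no list. No genome or gene coordinates were used, and a table of gene names of Citrus unshiu matched 0 of the gene IDs. The copy of Table S5 at hand is truncated, so its genes were not used as a set.

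For each stage the ratio of FPKM in RD to FPKM in CK was taken on the log2 scale without a pseudocount. A gene was kept when its FPKM was at least 1 in the higher library and was counted as changed at a ratio of 2-fold or more. A gene listed at 0 in one library and at 1 or more in the other was counted as changed and given no ratio. At 30 DAFB 17419 genes were kept, at 80 DAFB 17402, and at 170 DAFB 17143. The read test of Audic and Claverie with its FDR, which the paper adds, was not run, since it needs reads and lengths of genes. With single libraries no SD and no p were computed.

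Because FPKM are relative values, ratios were also taken relative to the median of all genes with FPKM of at least 1 in both libraries. The other settings were no minimum, a minimum of 0.5 or 5, a pseudocount of 0.1 or 1, scaling to the upper quartile, to a common sum of FPKM (TPM), or to the ACTIN gene, and a 4-fold limit. Every scaling kept the same genes. A setting that leaves the 100 most abundant genes out of the sum was added later. Correlations between ratios, Pearson's r and Spearman's rho, were computed over the 14337 genes with FPKM of at least 1 in all libraries, for 7 pairs of ratios, and with a minimum of 0.1 or 5 as alternatives. Where 2 ratios shared a library, a simulation without any effect gave the r that sharing alone produces when all libraries have equal scatter.

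Functional lists were patterns on the descriptions. The 24 lists fixed beforehand cover the light reactions, carbon fixation, chlorophyll synthesis and breakdown, starch synthesis and breakdown, sucrose and hexose, trehalose, carotenoid, terpene, phenylpropanoid and lignin, and flavonoid metabolism, cell wall, DNA replication, synthesis of gibberellin, jasmonate, and amino acids, auxin, TCP factors, pentatricopeptide repeat proteins, chitinases and defence, peroxidases, heat shock and stress, and seed or juice sac tissue. The 14 lists added after the values were seen cover morning and evening clock genes, CONSTANS-LIKE proteins, cytokinin, abscisic acid, ethylene, and brassinosteroid response, jasmonate response, xyloglucan endotransglucosylases, bHLH, MYB, NAC, and WRKY factors, and growth-regulating factors. The pattern for morning clock genes was corrected after its result was seen, because it had matched YUCCA genes of auxin synthesis. The median ratio of a list was set against 10000 random lists of the same size, drawn from 50 bins of mean FPKM. Some members do not do what the name of their list says, among them a calcyclin-binding protein under DNA replication, the locus CTV.20 under seed or juice sac tissue, and phosphofructokinases under sucrose and hexose metabolism.

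The genes named were taken from those of Table 5 and Table S1 and the 4 members of each list with the highest mean FPKM. At each stage the 5 genes with the largest rise and the 5 with the largest fall were added. These came from genes with FPKM of at least 10 in the higher library and above 0 in both. Genes without a description, or whose match has no name, were left out of this ranking. The log2 ratios of Table 5 and Table S5 had been seen when this rule was written. Genes named outside it are marked as chosen after their values were seen.

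The calculation was tested on simulated libraries of the stated depth, with a scatter of 10% and 200 changed genes at each stage. Every gene was given the reads of a 1 kb transcript, and weakly expressed genes were not among those changed. Genes changed 5-fold were recovered at 100%, and the false calls were 0.03% to 0.08% of the genes tested. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.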

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

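Of the tests in this part, the one that leaves out the most abundant genes and the correlation of the 170 DAFB ratios with the change from 80 to 30 DAFB were set before their results were seen, and all others were chosen afterwards.

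Light-reaction genes differed between RD and CK peel by different amounts at the 3 stages. Relative to the median of all genes, the median log2 ratio of the light-reaction list at 30 DAFB minus that at 80 DAFB was 1.40, and at 80 DAFB minus 170 DAFB it was -1.99. The median at 30 DAFB minus that at 170 DAFB was -0.56 for cell wall genes, 1.64 for MYB genes, and 1.33 for WRKY genes. At 80 DAFB minus 170 DAFB it was 1.09 for MYB genes, and at 30 DAFB minus 80 DAFB 0.61 for heat shock genes. These results are listed because the ratios went opposite ways at 2 stages. None of the differences between stages was tested, and with 1 library per condition no library could be compared with replicates of its own condition.

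Single genes also changed direction between stages. The log2 ratio at 30 DAFB minus that at 80 DAFB was 2.18 for the bHLH130-like gene Cs7g02010, -4.30 for endochitinase 1 (orange1.1t05124), -4.56 for the chitinase Cs8g01840, 4.79 and 7.13 for the heat shock proteins Cs4g05780 and Cs4g05880, and 9.68 for the class IV heat shock protein Cs5g18500. At 30 DAFB minus 170 DAFB it was -2.97 for acid invertase (Cs5g09220), 2.73 for trehalose-phosphate synthase 7 (Cs2g04470), 3.61 for TCP8 (orange1.1t03896), -4.54 for Cs8g01840, -3.38 for the heat shock cognate 70 kDa protein Cs8g18260, and 6.80 for Cs4g05880. These differences were not tested either. The paper does not discuss the GAI-like DELLA gene Cs6g17530, with a log2 ratio of 3.12 at 30 DAFB, or gibberellin 2-beta-dioxygenase 8 (Cs2g07550), with 6.00. The first was chosen after its values were seen.

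Most genes had a higher FPKM in RD30 than in CK30. Leaving out the 100 most abundant genes of either library, 141 in all, lowered the median log2 ratio from 0.43 to 0.33. This argues against these few genes as the whole cause. The 1000 most abundant genes held 57.6% of all FPKM in CK30 and 51.5% in RD30. Leaving those out was not tried, so a larger part taken by many abundant genes stays open. The median FPKM difference was 6.11 times as large among genes of 16 to 32 FPKM as among genes of 1 to 2. This argues against an even background in RD30 as the whole cause. A background beside another shift was not tested. A lead of RD peel in development may contribute, and a ratio of squared distances was taken for it. The distance CK30 to CK80 minus RD30 to CK80, divided by CK30 to RD30, was 0.47. This ratio is not a share of the difference. A value above 1 would have spoken for a lead, whereas an odd CK30 pool also gives 0.47. A real rise in RNA of most genes cannot be told apart from scaling with FPKM alone.

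RD170 lay nearer to the 80 DAFB libraries than CK170 did. The corresponding ratio of squared distances, CK170 to CK80 minus RD170 to CK80, divided by CK170 to RD170, was 0.93. Chance error in CK170 alone would also give this value. The light-reaction genes moved together, however, which error gene by gene would not produce. The log2 ratios at 170 DAFB correlated with those of CK30 to CK80 at r = -0.039, which argues against a delay of RD peel along the change from 30 to 80 DAFB. From these libraries a delay within 80 to 170 DAFB stays open, since every such comparison uses CK170. The paper does report delayed degreening of the fruit: at 170 DAFB RD fruit was still coloring and CK fruit was fully colored.

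Heat shock genes differed between RD30 and CK30. Their median lay at percentile 99.96 of random lists, which argues against an overall shift of all ratios. A later hour of collection may contribute: evening minus morning clock genes came to 1.64, but this rests on 1 morning gene, and it was 0.34 over the 3 genes first matched, before the pattern was corrected. Of the 25 heat shock genes that differed 2-fold, 76.0% had the direction of the change from CK30 to RD80, against 92.3% of all 2-fold genes, and as CK30 enters both ratios this leaves a lead in development open.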

How the results depend on the processing

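The setting that leaves out the 100 most abundant genes was chosen after the data were seen, and the others were set beforehand. The read test of Audic and Claverie was not run, because it needs reads and lengths of genes. Where no reason is given below, the cause was not tested.

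Relative to the median of all genes, the share of 2-fold genes that were higher in RD peel was 56.38% at 30 DAFB, 43.16% at 80 DAFB, and 51.41% at 170 DAFB, in place of 80.15%, 51.71%, and 44.71%, so it crossed 50% at 80 and 170 DAFB. Genes higher at all 3 stages numbered 40, and groups I to IV held 77.97%. Of the 24 lists, 13 had a median above 0 at 30 DAFB and 7 at 80 DAFB. Of the 9 list medians that went from above to below 0 at 30 DAFB, those of lists outside the middle 95% of random lists were terpene synthases (-0.33), cell wall genes (-0.34), and defence genes (-0.18). Scaling to the upper quartile gave shares of 61.76%, 47.73%, and 51.94%, again across 50% at the later stages, groups I to IV with 78.79%, and medians of -0.25, -0.26, and -0.10 for the same 3 lists. These settings subtract 1 value from all ratios of a stage, 0.43 and 0.35 at 30 DAFB, which by construction lowers every median alike.

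Scaling to ACTIN gave shares of 86.78%, 54.06%, and 39.64%, groups I to IV with 88.31%, and a peroxidase median of 0.002 at 30 DAFB in place of a negative one. TPM gave 78.24% at 30 DAFB and 38.76% at 170 DAFB. Without the most abundant genes the share at 30 DAFB was 75.87%.

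With no minimum, 8536, 4318, and 6081 genes differed 2-fold, as more genes were compared. The share was 76.80% at 30 DAFB and 47.46% at 170 DAFB. Genes higher at all stages numbered 255 and lower 178, and groups I to IV held 75.12%. The peroxidase median at 30 DAFB was 0.16. In CK peel 1873 genes rose and then fell and 695 fell and then rose, and RD peel had 346 rising at both steps, 1026 rising and then falling, 835 falling and then rising, and 787 falling at both. With a minimum of 5, where fewer genes were compared, 3675, 863, and 1799 genes differed, with shares of 76.27%, 40.79% (across 50%), and 42.69%. Genes higher at all stages numbered 16, and the medians at 30 DAFB were -0.10 for cell wall and -0.39 for defence genes.

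With a pseudocount of 1 the share was 76.63% at 30 DAFB, 975 genes differed at 80 DAFB with a share of 43.49%, also across 50%, and 25 genes were higher at all stages. At 4-fold 1515, 380, and 1087 genes differed, with 76.90% higher at 30 DAFB, and 1 gene was higher and 11 were lower at all stages. Among genes that differed at all 3 stages, the 4 patterns (rising at both steps, rising then falling, falling then rising, falling at both) held 42, 45, 20, and 21 genes in CK peel and 5, 18, 25, and 33 in RD peel.

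The correlation of ratios at 30 and 80 DAFB was 0.37 among genes with FPKM of at least 5 in all libraries and 0.26 with a minimum of 0.1. With 0.1 it was 0.004 between 30 and 170 DAFB, -0.009 between RD170/CK170 and CK30/CK80, and 0.63 between RD30/CK30 and CK80/CK30. Between RD30/CK30 and CK170/CK80 it was 0.10 with the minimum of 1, 0.14 with 5, and 0.076 with 0.1, and between RD170/CK170 and CK80/CK170 0.59 with a minimum of 5. The ratios of the last pair and of RD30/CK30 with CK80/CK30 share a library. With the minimum of 1 they gave 0.608 and 0.665, against 0.498 from sharing alone in simulated data without any effect. Their covariances were 0.503 and 0.516, against 0.112. The simulation gave every library equal scatter, set for the covariance by the spread of the ratios at 80 DAFB. A noisier CK170 or CK30 pool would raise both values by sharing alone, so the comparison cannot decide whether there is an effect. Spearman's rho was 0.497 for the pair sharing CK170 and 0.669 for the pair sharing CK30. No rho was computed on the simulated data.

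Of the comparisons of counts, shares, and correlations, 124 were the same within their limits, 63 moved, and 2 reversed. For list medians 714 were the same, 73 moved, and 10 reversed, where a change of sign counts as a reversal only for lists outside the middle 95% of random lists. For single genes 333 were the same, 14 moved, 17 fell below 2-fold, and 2 rose past it. Depth limits genes near 1 FPKM most, and the scatter between pools was not measured.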

Differences from the paper's values

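All settings named in this part were set before the data were examined, except where marked. The paper's counts also need an FDR below 0.001 from a read test that was not run here.

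At 80 DAFB the paper gives 1164 genes and 1750 differed 2-fold here. The values come within 1.5 times of the paper's with a minimum of 5 (863), a pseudocount of 0.1 (1623) or 1 (975), relative to the median of all genes (1724), and with scaling to the upper quartile (1741), TPM (1742), or ACTIN (1737), and not with no minimum, a minimum of 0.5, or a 4-fold limit. The paper counts 544 of its genes at 80 DAFB as upregulated, and 905 were higher here. A pseudocount of 1 (424) and ratios relative to the median of all genes (744) come within 1.5 times, and the other settings do not.

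The paper gives 43 genes upregulated at all stages, and 67 were found here. A pseudocount of 0.1 (58), ratios relative to the median of all genes (40), the upper quartile (48), and TPM (62) come within 1.5 times, and the other settings do not. For genes that fall throughout development the paper gives 237, and 494 were found in CK peel and 504 in RD peel, and neither no minimum, the upper quartile, TPM, nor the genes that differed at all 3 stages came within 1.5 times. For genes that rise throughout it gives 63, against 715 in CK peel and 194 in RD peel. In CK peel the genes that differed at all 3 stages (42) come within 1.5 times, and in RD peel none of these settings does. The paper does not state the fold or the peel for these patterns. Falling genes are the most frequent pattern and rising genes the least frequent in the paper and in RD peel, except that with no minimum 1026 genes of RD peel rose and then fell and 787 fell throughout, while in CK peel the most frequent were genes that rose and then fell (1099).

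For MYB genes changed at 30 DAFB the paper gives 40, found by protein domain, and 19 were found here by description. The groups are not alike, since the list here joins MYB and MYB-related genes, which the paper counts apart and which together are more than its MYB count. With no minimum the number was 30, within 1.5 times of the paper's MYB count alone, and the other settings do not come within it. Table S4 of the paper counts as many Tify factors higher as lower at 170 DAFB, whereas 0 of the 4 jasmonate response genes listed here by description were higher and 3 were lower. At 30 and 80 DAFB the paper and the list here have lower members and no higher ones. For NAC factors the paper counts as many higher as lower at 30 DAFB and more lower than higher at 170 DAFB. By description, 7 were higher and 3 lower at 30 DAFB, and 8 higher and 5 lower of 28 at 170 DAFB. For TCP factors at 30 DAFB the paper counts 4, all higher, against 8 higher by description. It counts 8 growth-regulating factors higher at that stage, against 3 here, and fewer CONSTANS-LIKE factors than the 4 higher here.

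Table S3 of the paper gives 64.7% upregulated and 35.3% downregulated genes at 80 DAFB, whereas the paper's own counts make 46.74% and 53.26%. At 30 DAFB the paper gives 3863 upregulated genes, against 4458 higher here. Leaving the 100 most abundant genes out of the sum, a setting chosen after seeing the values, gives 3861, and how many of the paper's own genes it drops was not determined. All 19 log2 ratios of Table 5 that were compared equal those computed here at 2 decimals.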

Other observations

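The lists of jasmonate response and WRKY genes in this part were drawn up after the values were seen.

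Of 4 jasmonate response genes, 2 were at least 2-fold lower in RD peel at 30 DAFB and 3 at each later stage, with median log2 ratios of -0.96, -2.10, and -1.77 at 30, 80, and 170 DAFB. Jasmonate synthesis, a list fixed beforehand, had a median of -0.72 at 170 DAFB, at percentile 0.02 of random lists, with 1 higher and 3 lower members of 14. At 80 DAFB it had 2 higher and 1 lower member of 15 and a median of -0.02, at percentile 21.82. WRKY genes, many of which act in defence, had a median of -1.02 at 170 DAFB. Taken relative to the median of all genes, these medians were -1.66, -0.61, and -0.91 at 170 DAFB.

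The levels of 2 clock genes differed strongly between 80 and 170 DAFB in both peels. LHY (orange1.1t00580) had an FPKM of 338 in CK80 and 384 in RD80, and 9.24 in CK170 and 22.7 in RD170, whereas GIGANTEA (Cs3g21790) had 45.2 and 36.6 at 80 DAFB and 230.2 and 187 at 170 DAFB. Both genes were chosen after their values were seen, and the hour of sampling was not found in the paper's text.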
